# Quercetin suppresses immune cell accumulation and improves mitochondrial gene expression in adipose tissue of diet‐induced obese mice

**DOI:** 10.1002/mnfr.201500595

**Published:** 2015-11-24

**Authors:** Masuko Kobori, Yumiko Takahashi, Mutsumi Sakurai, Yukari Akimoto, Tojiro Tsushida, Hideaki Oike, Katsunari Ippoushi

**Keywords:** Adipose tissue, Inflammation, Obesity, Oxidative stress, Quercetin

## Abstract

**Scope:**

To examine the effect of dietary quercetin on the function of epididymal adipose tissue (EAT) in Western diet‐induced obese mice.

**Methods and results:**

C57BL/6J mice were fed a control diet; a Western diet high in fat, cholesterol, and sucrose; or the same Western diet containing 0.05% quercetin for 18 weeks. Supplementation with quercetin suppressed the increase in the number of macrophages, the decrease in the ratio of CD4^+^ to CD8^+^ T cells in EAT, and the elevation of plasma leptin and tumor necrosis factor α levels in mice fed the Western diet. Comprehensive gene expression analysis revealed that quercetin suppressed gene expression associated with the accumulation and activation of immune cells, including macrophages and lymphocytes in EAT. It also improved the expression of the oxidative stress‐sensitive transcription factor NFκB, NADPH oxidases, and antioxidant enzymes. Quercetin markedly increased gene expression associated with mitochondrial oxidative phosphorylation and mitochondrial DNA content.

**Conclusion:**

Quercetin most likely universally suppresses the accumulation and activation of immune cells, including antiinflammatory cells, whereas it specifically increased gene expression associated with mitochondrial oxidative phosphorylation. Suppression of oxidative stress and NFκB activity likely contributed to the prevention of the accumulation and activation of immune cells and resulting chronic inflammation.

**Abbreviations**
AMPK: adenosine monophosphate‐activated protein kinase
Cat: catalase
EAT: epididymal adipose tissue
GEO: gene expression omnibus
Gpx1: glutathione peroxidase 1
HO‐1: oxygenase 1
Lox‐1: lectin‐like oxidized low‐density lipoprotein receptor‐1
MDA: malondialdehyde
MHCII: class II major histocompatibility complex
mtDNA: mitochondrial DNA
Nrf2: nuclear factor (erythroid derived 2)‐like 2
PGC‐1**α**: peroxisome proliferative‐activated receptor gamma, coactivator 1 alpha
Sod1: superoxide dismutase 1
SRM: selected reaction monitoring
TNF**α**: tumor necrosis factor α
VAT: visceral adipose tissue

## 1 Introduction

Among the components of vegetable, fruits, and tea, quercetin is suggested to play a pivotal role in the prevention of lifestyle‐related diseases. Some epidemiological studies have indicated that quercetin reduces the risk of cardiovascular diseases 1, 2. The mean estimated daily quercetin intake by residents of a town in Japan was 16 mg/day in summer and 18 mg/day in winter 3. Measurable amount of quercetin was taken from onions, tea, and other vegetables throughout the year. Supplementation with quercetin alleviated streptozotocin‐induced diabetic symptoms, and a Western‐style diet‐induced hepatic fat accumulation in mice 4, 5. Reduction of oxidative stress was thought to be an important mechanism for alleviating diabetic symptoms and liver steatosis in different mouse models 4, 5.

Obesity induces the activation and accumulation of proinflammatory cells in visceral adipose tissue (VAT), and this chronic inflammation may alter VAT function, leading to systemic insulin resistance related to metabolic syndrome 6, 7, 8. VAT is an important target organ for preventing metabolic syndrome. The inflammatory cytokine tumor necrosis factor α (TNFα), which is produced by macrophages, monocytes, and adipocytes, induces insulin resistance, whereas the adipocytokine adiponectin decreases insulin resistance 9, 10. Supplementation with 0.05% quercetin significantly suppressed visceral fat accumulation and elevation of plasma insulin and TNFα levels in mice fed a high‐fat, high‐sucrose, and high‐cholesterol Western diet for 20 weeks 5. Quercetin increased the plasma levels of adiponectin in mice fed the Western diet. Quercetin likely suppresses fat accumulation and inflammation in VAT and maintains the function in mice fed the Western diet. To determine the mechanism of the suppressive effect of quercetin on diet‐induced metabolic syndrome, we examined the effect of dietary quercetin on gene expression and function of epididymal adipose tissue (EAT) in Western diet‐induced obese mice.

## 2 Materials and methods

### 2.1 Animals and treatments

Five‐week‐old male C57BL/6J mice were obtained from the Institute for Animal Reproduction, Charles River Japan Inc. (Ibaraki, Japan). The mice were housed at 24 ± 1°C, 55 ± 5% humidity, and 12 h light/dark photocycles (dark period from 8:00 to 20:00), with free access to water and a standard nonpurified diet (NMF, Oriental Yeast Co., Tokyo, Japan) for 1 week prior to the experiment. The animals were treated in accordance with the basic guidelines of the Ministry of Agriculture, Forestry, and Fisheries for laboratory animal studies, which were approved by the review board for animal ethics at our institute (permission numbers: H24‐035, H24‐048, and H25‐039).

The mice were divided into three groups, housed in groups of three per cage, and fed one of the following diets: AIN93G (control); a high‐fat, high‐cholesterol, and high‐sucrose Western‐style diet [39.9% of energy from fat (20% unsalted butter, 1% soy oil, 0.15% cholesterol) and 34.0% of energy from sucrose (Oriental Yeast Co.); or the same Western diet supplemented with 0.05% quercetin for 18 weeks. Thereafter, the animals were killed by bleeding under anesthesia with pentobarbital (100 mg/kg), and blood, adipose tissues, and other organs were immediately collected.

### 2.2 Measurements of blood constituents and oxidative stress markers

Blood glucose levels were measured using a glucose test meter (ARKRAY Inc., Kyoto, Japan). Plasma total cholesterol and 8‐isoprostane were measured using commercial kits (Wako Pure Chemicals Industries, Osaka, Japan and Cayman Chemical Company, MI, USA, respectively). Plasma insulin, lectin‐like oxidized low‐density lipoprotein receptor‐1 (Lox‐1), IFNγ, and other adipokine concentrations were measured using commercial ELISA kits (Sibayagi, Gunma, Japan, eBioscience, San Diego, CA, USA, ALPCO Diagnostics, Salem, NH, USA or R&D systems Minneapolis, MN, USA) according to the manufacturer's instructions. Lipid peroxidation in EAT was measured as malondialdehyde (MDA) levels using a TBARS Assay Kit (Cayman Chemical Company).

### 2.3 RNA isolation, cDNA microarray analysis, and mitochondrial DNA isolation

Total RNA was extracted from EAT using TRIzol Reagent (Life Technologies Corporation, CA, USA) and an RNeasy Midi Kit (Qiagen KK, Tokyo, Japan) according to the manufacturer's instructions. Fragmented biotin‐labeled cRNA was synthesized from the total RNA of each mouse using the GeneChip 3′ IVT Express Kit (Affymetrix Japan KK, Tokyo, Japan), and then hybridized to a GeneChip Mouse Genome 430 2.0 array (Affymetrix Japan KK). After hybridization, the probe array was washed and stained using GeneChip Fluidics Station 450 (Affymetrix), and then scanned using the GeneChip Operation Software ver. 1.4 (GeneChip Scanner 3000; Affymetrix Japan KK). The data have been deposited in NCBI's gene expression omnibus (GEO) 11, and can be accessed through GEO Series accession number GSE71367.

Analysis of DNA microarray data was performed using Microarray Suite 5.0 (MAS5; Affymetrix) and GeneSpring ver. 11.5 (Agilent Technologies, CA, USA). Statistical analysis of the differences in gene expression levels among the three groups of mice was performed using Welch's one‐way ANOVA, followed by Tukey's post hoc test with Benjamini–Hochberg multiple corrections.

Ingenuity Pathway Analysis (Ingenuity Systems, CA, USA) is a commercial web‐based software package that enables analysis of data from gene expression. This analysis identifies biological functions that are most significant to the dataset and upstream regulators predicted to be activated or inhibited by treatment. Therefore, we analyzed genes that were significantly upregulated or downregulated between two groups of mice using Ingenuity Pathway Analysis. A right‐tailed Fisher's exact test was used to calculate a *p* value denoting the probability that each biological function for that dataset was due to its change alone. An activation *z*‐score was calculated as a measure of the activation of biological function and functional or translational activation of upstream regulators. An absolute *z*‐score below (inhibited) or above (activated) 2 was considered to be significant.

For mitochondrial (mt) DNA analysis, total DNA was isolated from EAT using TRIzol Reagent according to the manufacturer's instructions. The concentration and purity of the isolated DNA were determined using GeneQuant 100 (GE Healthcare Japan, Tokyo, Japan).

### 2.4 Quantitative RT‐PCR and Western blotting

Quantitative RT‐PCR was performed with an ABI PRISM 7000 Sequence Detection System (Applied Biosystems, CA, USA) using SYBR Green PCR Master Mix (Applied Biosystems) according to the manufacturer's protocol. The sequences of primers used for quantitative RT‐PCR are shown (Supporting Information Table 1). The relative amount of each transcript was normalized to the amount of *Gapdh* transcript in the same cDNA.

mtDNA was amplified using primers specific for the mitochondrial cytochrome b (CytB) gene and normalized to genomic DNA by amplification of the large ribosomal protein p0 (36B4) nuclear gene. The primers are shown (Supporting Information Table 1), and data are expressed as mitochondrial genomes per diploid nuclei.

Western blotting was performed as previously described 12. The antibodies were purchased from Santa Cruz Biotechnology (Dallas, TX, USA), and the protein bands on the X‐ray film (Amersham Hyperfilm ECL; GE Healthcare) were quantified using ImageJ software (National Institutes of Health, MD, USA).

### 2.5 Immunohistochemistry

EAT was fixed in phosphate buffered 4% paraformaldehyde and embedded in paraffin. For immunohistochemistry, deparaffinized sections were rehydrated, and endogenous peroxide was inactivated by 3% H_2_O_2_. To reduce nonspecific staining, the sections were incubated in Block Ace (DS Pharma Biomedical Co., Osaka, Japan). After incubation with anti‐mouse Mac2 antibody (Cedarlane Laboratories, Ontario, Canada), sections were treated with biotinylated rabbit anti‐rat secondary antibody (Vector Laboratories, CA, USA) and then avidin–biotin complex (Vector Laboratories). The reaction products were visualized using diaminobenzidine and counterstained with hematoxylin.

### 2.6 Stromal vascular cell preparation and flow cytometry

Small pieces of EAT were agitated in Krebs–Ringer bicarbonate buffer supplemented with heparin. The floating tissues were collected and treated with collagenase type 1 (Wako Pure Chemicals Industries) in buffer supplemented with BSA. Stromal vascular cells were filtered, washed, incubated either with T lymphocyte subset antibody cocktail (PE‐Cy7 anti‐mouse CD3e, PE anti‐mouse CD4, and FITC anti‐mouse CD8) or the isotype control (Becton Dickinson and Company, NJ, USA), and then analyzed by flow cytometry with BD FACSCanto II and BD FACSDiva software (Becton Dickinson and Company).

### 2.7 Measurement of quercetin and the metabolites in the tissues

EAT was homogenized with 0.1% phosphate buffer (pH 5.3). Quercetin and the metabolites were extracted with acetonitrile or ethyl acetate after treatment with sulfatase possessed β‐glucuronidase activity (Sigma–Aldrich, MO, USA), respectively, and then quantified as quercetin and isorhamnetin by the ACQUITY UPLC system connected to a XEVO TQD equipped with a Zspray ion source (Waters, MA, USA). Data acquisition and mass spectrometric evaluation were conducted using MassLynx software (ver. 4.1, Waters). The HPLC conditions were as follows: the ratio of acetonitrile in 0.1% formic acid was linearly increased from 10 to 50% over 15 min at 0.2 mL/min on a Zorbax300 SB‐C8 column (2.1 × 150 mm, 5 μm; Agilent Technologies) at 40°C. Capillary voltage (4 kV), source temperature (150°C), desolvation temperature (500°C), cone gas flow (50 L/h), and desolvation gas flow (800 L/h) were optimized for selected reaction monitoring (SRM) intensity. Cone voltage, collision energy, and the SRM transitions were 64 V, 30 V, and *m/z* 303/153 for quercetin; 56 V, 34 V, and *m/z* 317/153 for isorhamnetin; 32 V, 14 V, and *m/z* 479/303 for quercetin 3‐o’‐glucronide; 42 V, 22 V, and *m/z* 383/303 for quercetin 3‐o‐sulfate; and 66 V, 32 V, and *m/z* 275/154 for the internal standard, genistein‐*d*_4_, respectively.

### 2.9 Statistical analysis

Statistical analyses were performed using Excel 2013 (Microsoft, Tokyo, Japan) and R‐3.2.2 (R Foundation for Statistical Computing, Vienna, Austria). Data were expressed as the arithmetic mean ± SEM. The significance of differences between two and three groups were determined by Student's *t*‐test and ANOVA, followed by two‐tailed multiple *t*‐tests with Holm correction. A *p* value of <0.05 was considered statistically significant.

## 3 Results

### 3.1 Effect of quercetin on Western diet‐induced obesity and blood constituents in mice

Supplementation with quercetin significantly reduced body weight, and the levels of blood glucose, plasma insulin, cholesterol, leptin, and TNFα in mice fed the Western diet for 18 weeks (Table 1). Dietary quercetin suppressed the increase in the oxidative stress markers 8‐isoprostane and Lox‐1 in the plasma of mice fed the Western diet for 12, 16, or 18 weeks (Fig. 1A). Induction of the lipid peroxidation marker MDA was suppressed by quercetin in the EAT of mice fed the Western diet for 18 weeks (Fig. 1B). Further, quercetin strongly suppressed the increase in the expression of TNFα and the adipocytokine leptin in the Western diet‐induced obese mice EAT (Fig. 2A). TNFα induces the expression of proinflammatory cytokines/adipocytokines, including TNFα, by activating the oxidative stress‐sensitive transcription factor NFκB 13, 14, 15. Relative NFκB p65 protein levels in the EAT of mice fed the Western diet containing quercetin was 0.5 ± 0.1‐fold that of mice fed the Western diet. Quercetin reduced the gene and protein expression of NFκB p65 in the mice fed the Western diet (Fig. 2B).

**Table 1:** Alleviation of obesity and improvement in the levels of blood constituents by quercetin in mice fed a Western diet

	Control diet	Western diet	Western diet+ 0.05% quercetin
Body weight (g)	35.66 ± 1.46^a^	45.77 ± 0.95^b^	41.69 ± 1.33^c^
Liver weight (g)	1.46 ± 0.08^a^	3.47 ± 0.28^b^	2.13 ± 0.19^c^
Kidney weight (g)	0.37 ± 0.01	0.36 ± 0.01	0.38 ± 0.01
Pancreas weight (g)	0.28 ± 0.02	0.30 ± 0.03	0.27 ± 0.02
Visceral fat (g/mouse)	2.25 ± 0.43^a^	4.34 ± 0.12^b^	3.33 ± 0.36^a,b^
Blood glucose (mg/dL)	143 ± 5^a^	224 ± 9^b^	151 ± 9^a^
Plasma insulin (ng/mL)	1.84 ± 0.47^a^	4.88 ± 0.67^b^	2.22 ± 0.32^a^
Plasma cholesterol (mg/dL)	76.2 ± 10.9^a^	194.0 ± 9.2^b^	123.3 ± 12.4^c^
Plasma leptin (ng/mL)	1.46 ± 0.61^a^	5.78 ± 0.58^b^	2.81 ± 0.51^a^
Plasma adiponectin (μg/mL)	4.42 ± 0.42^a^	2.87 ± 0.11^b^	3.18 ± 0.50^a,b^
Plasma resistin (ng/mL)	18.7 ± 1.2	22.2 ± 1.4	21.8 ± 1.2
Plasma TNFα (pg/mL)	13.2 ± 2.6^a^	34.9 ± 3.5^b^	19.9 ± 2.8^a^
Plasma IFNγ (pg/mL)	2.11 ± 0.33^a^	6.81 ± 1.3^b^	3.21 ± 0.58^a^

C57BL/6J mice were fed the control AIN93G diet or a Western diet containing either 0% or 0.05% quercetin for 18 weeks. Values are expressed as the mean ± SEM of 6–9 mice in each group. Different superscripts indicate significant differences (p < 0.05, two‐sided).

**Figure 1:**
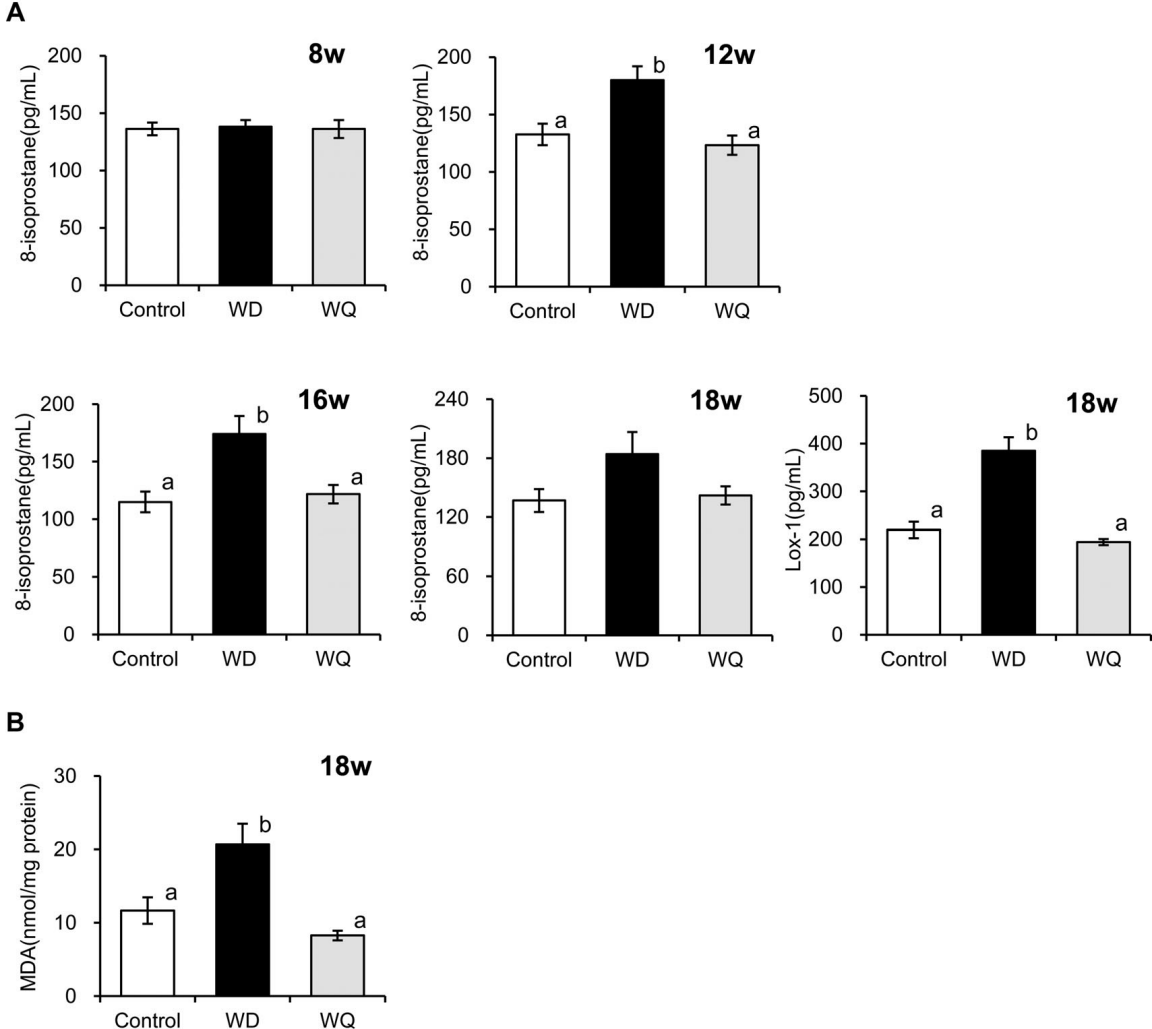
Reduction of oxidative stress marker levels in plasma (A) and epididymal adipose tissue (B) by quercetin in mice fed a Western diet. C57BL/6J mice were fed a control diet (Control), Western diet (WD), or Western diet containing 0.05% quercetin (WQ). Values are expressed as the means ± SEM of 7–9 mice in each group. Different superscripts indicate significant differences (*p* < 0.05, two‐sided).

**Figure 2:**
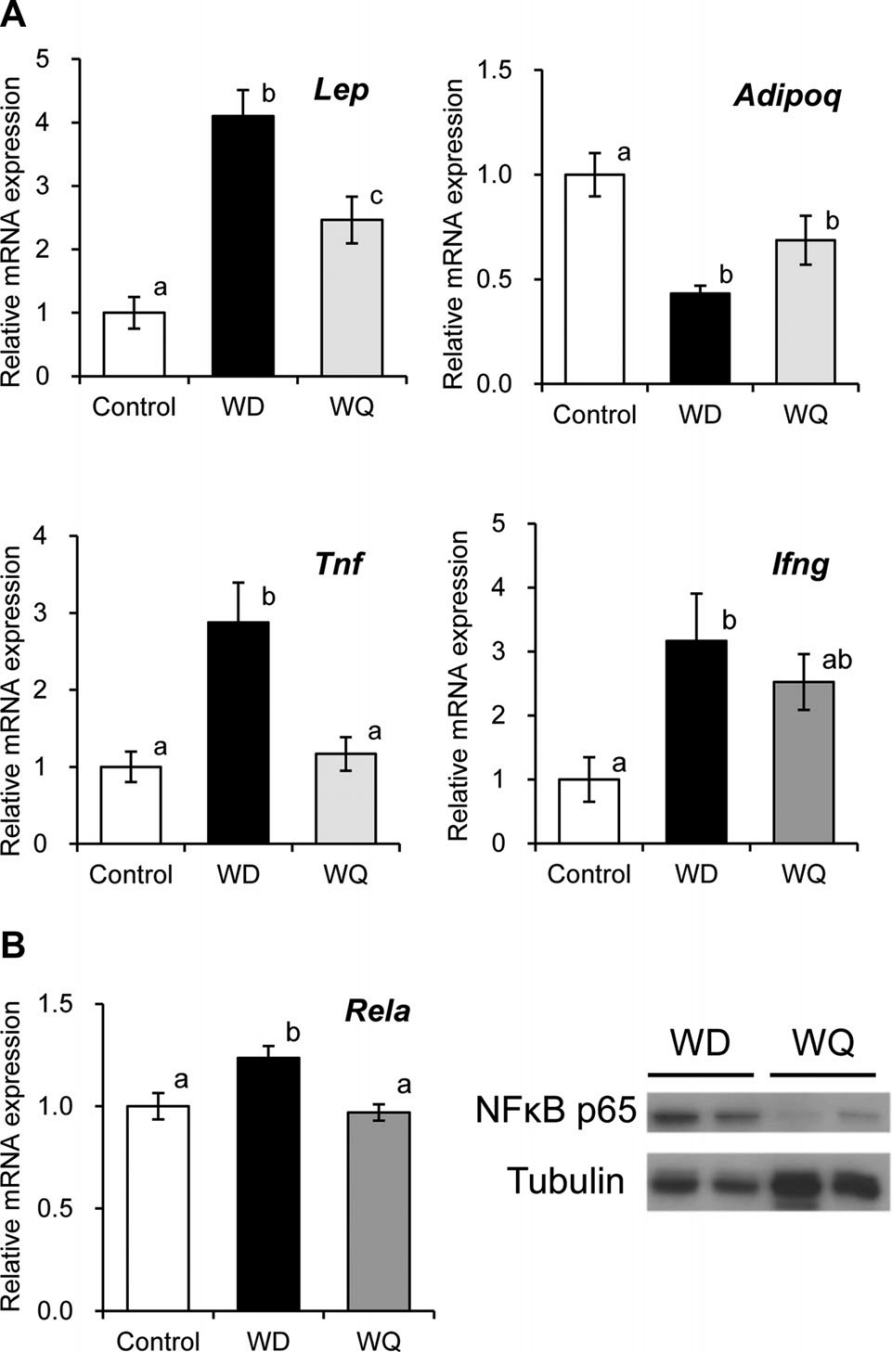
Effect of quercetin on Western diet‐altered gene expression of adipocytokines, proinflammatory cytokines, and the proinflammatory transcription factor NFκB in the epididymal adipose tissue. Mice were fed a control diet (Control), Western diet (WD), or Western diet containing 0.05% quercetin (WQ) for 18 weeks. Quercetin suppressed the gene expression of leptin (*Lep*) and TNFα (*Tnf*) (A) and the gene (*Rela*) and protein expression of NFκB p65 (B) in mice fed a Western diet. Values are expressed as the means ± SEM of nine mice in each group. Different superscripts indicate significant differences (*p* < 0.05, two‐sided).

### 3.2 Comprehensive gene expression analysis of EAT using a DNA microarray

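RNA from the EAT of each of 27 mice was read on 1 Affymetrix mouse genome array per mouse. Each of the 3 diets (control, Western diet, and Western diet containing 0.05% quercetin) was fed to 9 mice for 18 weeks. The array carries 45101 probe sets, each a group of short probes against the 3' part of a transcript, and the signal of a probe set is a linear intensity. The authors processed the arrays with Microarray Suite and GeneSpring. The deposited signals were not scaled between arrays, and the median signal per array ran from 25.1 to 54.3. The signals were therefore normalized between arrays by quantiles, set to 1 where lower, and converted to log2. For each of 18193 genes the probe set with the highest mean over all arrays was used, and 932 probe sets annotated to several genes were left out. Differences were tested with limma on all 27 arrays, with Benjamini-Hochberg adjustment over all genes and an adjusted p under 0.05. Gene lists for cell types and pathways were fixed before the data were examined. Lists were tested against all other genes with limma's camera at a preset correlation of 0.01, and by an exact two-sided permutation test of the mean z-score per mouse (9 against 9 mice, adjusted over 54 lists). The number of arrays limits the precision of these values.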

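The Western diet changed many genes of EAT, and quercetin changed fewer. Atp6v0d2, a subunit of the lysosomal proton pump, had a mean log2 signal of 6.37 ± 0.89 on the control diet and 9.88 ± 0.89 on the Western diet (SD, n = 9), a log2 fold change of 3.51 with an adjusted p of 3.7e-05 from limma. Trem2, a lipid receptor of macrophages, and Saa3, an acute-phase serum amyloid, rose by log2 fold changes of 4.02 and 3.25. The largest of the rises taken by the rule for named genes was that of Tph2 (log2 fold change 5.05, adjusted p = 6.2e-05), whose signal on Western diet replicate 9 lay apart below the other 8. Ptges, a prostaglandin E synthase, fell (log2 fold change -2.08, adjusted p = 1.9e-04) and lay apart above the others on quercetin replicate 3. Also lower was Myh11, the smooth muscle myosin (log2 fold change -1.76, adjusted p = 0.022), but control replicates 2 and 4 were high in smooth muscle markers, and without these and 4 other arrays with markers of other tissues it had -0.57 and did not pass. With quercetin, Chchd6, which shapes the inner mitochondrial membrane (log2 fold change 0.64, adjusted p = 0.029), Crls1, which makes the mitochondrial lipid cardiolipin (log2 fold change 0.68, adjusted p = 0.031), and Ces1d, a carboxylesterase of adipocytes (log2 fold change 0.78, adjusted p = 0.046), rose over the Western diet. Jak1, a kinase of cytokine receptors, fell (log2 fold change -0.32, adjusted p = 0.046), as did Etv5, a transcription factor (log2 fold change -0.62, adjusted p = 0.029). Among all genes, 2047 were higher and 1172 lower on the Western diet than on the control diet, and 46 were higher and 14 lower with quercetin than on the Western diet alone. At an unadjusted p under 0.05 these counts were 3206, 2390, 1330 and 1166. The limma test over the 3 diets passed 2913 genes.

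The 2 groups of 9 mice did not overlap in 236 genes between the Western and control diets and in 49 genes between quercetin and the Western diet, where chance gives 0.00411% of genes. Control replicate 6 carried testis transcripts, with a mean log2 signal of 12.72 over 7 testis markers against 1.64 to 7.02 on the other control arrays. Without that array 1880 genes were lower on the Western diet, and 210 were higher and 95 lower with quercetin, whereas no gene passed limma for quercetin without Western diet replicate 7 or without quercetin replicate 1, 2, 3 or 4 (2496 at unadjusted p with all arrays). With each array shifted to the same median in place of quantiles, 2325 genes were higher and 578 lower on the Western diet, and 0 were higher and 3 lower with quercetin. With the mean of all probe sets of a gene, no gene passed for quercetin. Of 9010 genes with several probe sets, 4891 had probe sets of different sign for quercetin, and 0 had them past the threshold in opposite directions. By the test of the paper's methods, which is Tukey's test after a test over the 3 diets, far more genes passed for quercetin in both directions, and more were lower than higher. Its counts are not directly comparable with those of limma, which adjusted each comparison over all genes. Far more also passed by limma with array weights and with only the 2 diets in the fit.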

Comprehensive gene expression analysis using a DNA microarray showed that 4657 genes were differentially expressed in the EAT of mice fed the control diet, Western diet, and Western diet containing quercetin for 18 weeks (*n* = 9, *p* < 0.05 by one‐way ANOVA). Ingenuity Pathway Analysis showed that quercetin was predicted to decrease 104 functions that are associated with immune cells, including macrophages, lymphocytes, granulocytes, and mast cells, inflammatory responses, and free radical production, out of the 154 functions predicted to be increased by the Western diet (Table 2, Supporting Information Tables 2 and 3). 

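The molecules behind the listed functions were mostly raised by the Western diet, and few passed the test for quercetin one by one. Of 225 distinct molecules in the 107 functions of Supporting Information Table 3 whose molecules are given in full, 194 were measured. On the Western diet 147 of them were higher and 10 lower than on the control diet. With quercetin 3 were lower and 0 higher than on the Western diet, and 191 did not pass limma's threshold over all genes. For the 17 measured molecules of the accumulation of antigen-presenting cells, 16 were higher on the Western diet and their median log2 fold change with quercetin was -0.65. The study chose these molecules on the same arrays, so their direction is not independent evidence. The paper takes the predicted functions from genes that passed its test between 2 groups and from the activation z-score of the pathway software, which was not used here.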

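Markers of macrophages were lower as a group with quercetin than on the Western diet alone, while markers of T cells did not pass as a group. The macrophage list had a median log2 fold change of -0.74 over 18 genes, with an adjusted p of 3.5e-15 from camera and 0.14 with an estimated correlation. Adjusted over the list alone, 17 of its genes were lower, and 0 when adjusted over all genes. Adgre1, which encodes F4/80, had a mean log2 signal of 8.60 ± 0.35 on the control diet, 10.46 ± 0.57 on the Western diet and 9.78 ± 0.56 with quercetin (SD, n = 9). Its log2 fold change with quercetin was -0.69 (adjusted p = 0.14). Itgax, which encodes CD11c, had -1.04 (adjusted p = 0.14), Ccl2, which encodes monocyte chemotactic protein-1, had -0.65 (adjusted p = 0.47), and Mrc1, which encodes CD206, had -0.47 (adjusted p = 0.088). None of these 4 passed limma's threshold for quercetin.

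Per mouse, the mean z-score of the macrophage list was 0.84 ± 0.57 on the Western diet and -0.03 ± 0.62 with quercetin (SD, n = 9, exact permutation test, adjusted p = 0.030), and 5 quercetin mice lay below every Western diet mouse. The list of proinflammatory cytokines and chemokines had a median of -0.35 (exact permutation, adjusted p = 0.023, but 0.23 from camera with an estimated correlation and 0.093 from limma's fry) and that of anti-inflammatory and resident macrophage genes -0.28 (exact permutation, adjusted p = 0.053). For 16 T cell markers the median was -0.02 (exact permutation, adjusted p = 0.89), and 0.02 with each array shifted to the same median. Il10 had a mean log2 signal of 4.23 ± 0.49 on the Western diet and 3.89 ± 0.38 with quercetin, and Il2ra, which encodes CD25, 4.48 ± 0.32 and 4.45 ± 0.34. From the predicted functions the paper proposes that quercetin holds back the accumulation, movement and activation of immune cells in this tissue.

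**Figure D1:**
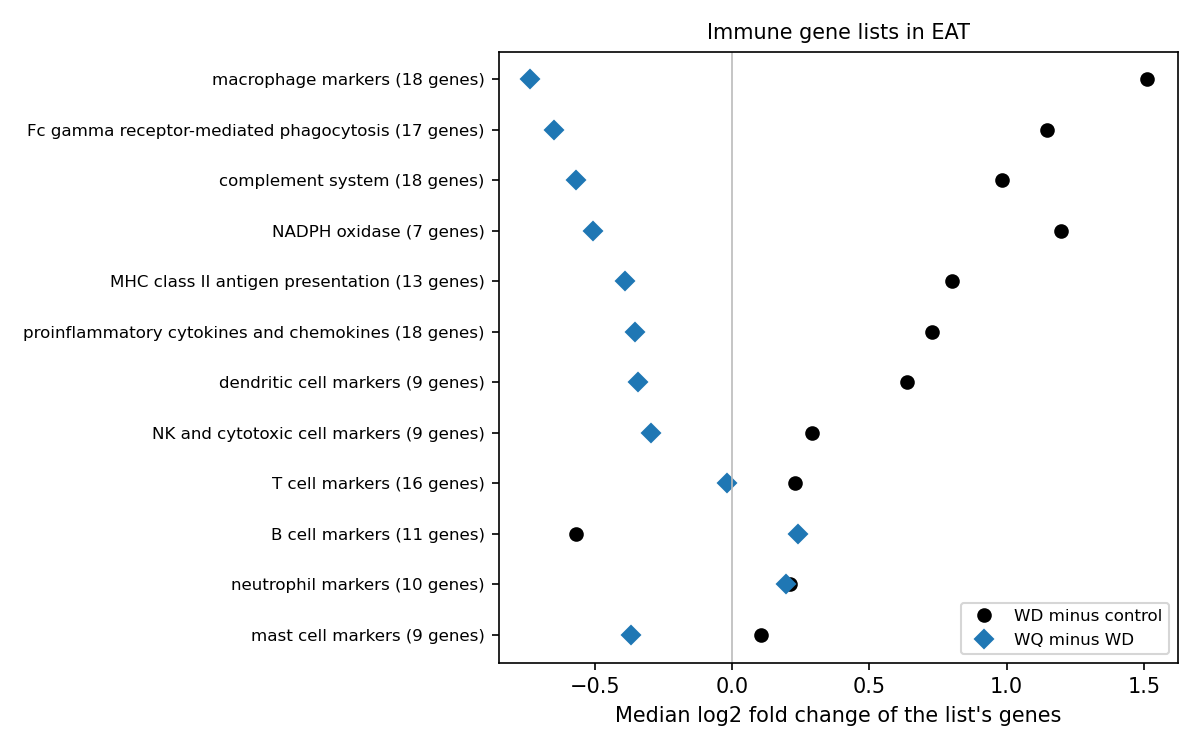
Median log2 fold change of the genes of 12 immune lists in EAT, for the Western diet minus the control diet (circles) and for quercetin minus the Western diet (diamonds), with the number of measured genes beside each name. Of these 12 the macrophage list lies farthest from 0 in both comparisons, at 1.51 and -0.74. The list of lipid-associated macrophage genes, which is not among these 12, lies farther in both, at 1.90 and -0.95.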

Our results suggest that quercetin suppresses the accumulation, movement, and activation of macrophages, lymphocytes, and other immune cells, and the subsequent inflammation in EAT of mice fed the Western diet (Table 2).

**Table 2:** Predicted biological functions decreased by quercetin in EAT of Western diet‐induced obese mice

Predicted biological function decreased by quercetin	*p*‐value	Activation z‐score
Cell death, cell viability, binding, phagocytosis, activation, proliferation, development, engulfment, quantity of **blood cells**	2.01 × 10^–7^ ‒ 2.57 × 10^–2^	–4.055 to –2.000
Cell death, adhesion, proliferation of **immune cells**	2.88 × 10^–7^ ‒ 8.57 × 10^–3^	–3.385 to –2.717
Cell death, cell viability, phagocytosis, recruitment, activation, adhesion, engulfment, cell movement, homing, migration, chemotaxis, accumulation of **myeloid cells**	3.97 × 10^–7^ ‒ 3.26 × 10^–2^	–4.515 to –2.069
Cell viability, cytotoxicity, polarization, phagocytosis, recruitment, activation, binding, immune response, development, cell movement, homing, migration, transmigration, quantity of **leukocytes**	4.34 × 10^–8^ ‒ 3.40 × 10^–2^	–5.755 to –2.056
Cell viability, activation, proliferation, cell movement, homing, migration, transmigration, quantity of **mononuclear leukocytes**	2.18 × 10^–3^ ‒ 2.11 × 10^–2^	–3.444 to –2.056
Cell death, response, recruitment, engulfment, cell movement, migration, accumulation of **antigen presenting cells**	1.59 × 10^–5^ ‒ 2.74 × 10^–3^	–3.770 to –2.021
Cell death, respiratory burst, recruitment, cell movement, chemotaxis, migration, accumulation of **macrophages**	5.51 × 10^–6^ ‒ 2.13 × 10^–2^	–2.828 to –2.000
Cell death of **bone marrow‐derived macrophages**	1.08 × 10^–2^	–2.570
Cell death, recruitment, activation, response, engulfment, localization, homing, cell movement, chemotaxis, migration, accumulation of **phagocytes**	2.59 × 10^–7^ ‒ 8.97 × 10^–3^	–4.820 to –2.000
Cell movement, migration of **dendritic cells**	1.12 × 10^–2^ ‒ 1.84× 10^–2^	–2.784 to –2.468
Cytotoxicity, cell viability, polarization, activation, proliferation, development, cell movement, homing, chemotaxis, quantity, homeostasis, migration of **lymphocytes**	1.13 × 10^–3^ ‒ 3.15 × 10^–2^	–3.155 to –2.014
Cell movement, homing, transmigration, development, homeostasis, migration, quantity of **T lymphocytes**	8.55 × 10^–4^ ‒ 2.71 × 10^–2^	–2.567 to –2.177
Cell viability of **B lymphocytes**	1.12 × 10^–2^	–2.195
Cytotoxicity of **natural killer cells**	1.43 × 10^–3^	–2.986
Cell viability, activation of **mast cells**	8.09 × 10^–4^ ‒ 3.02 × 10^–2^	–2.449 to –2.138
Binding, adhesion, cell movement, homing, chemotaxis, accumulation of **granulocytes**	1.43 × 10^–6^ ‒ 3.71 × 10^–2^	–3.646 to –2.011
Response of **eosinophils**	7.05 × 10^–3^	–2.236
Binding, recruitment, cell movement, migration, accumulation of **neutrophils**	2.93 × 10^–7^ ‒ 3.10 × 10^–2^	–2.979 to –2.138
Generation, production, synthesis of **reactive oxygen species**	5.09 × 10^–9^ ‒5.21 × 10^–9^	–3.462 to –2.210
Generation, production of **superoxide**	3.13 × 10^–4^ ‒ 1.79 × 10^–3^	–2.779 to –2.200

*p* values < 0.05 were considered to be a significant dataset of the targets of biological function (Fisher's exact test). An absolute *z*‐score below (inhibited) or above (activated) 2 was considered significant.

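Genes known to respond to interferon gamma (IFNγ) did not pass as a group for quercetin. Their list of 20 measured genes had a median log2 fold change of 0.01 between quercetin and the Western diet (camera adjusted p = 0.76, 0.91 with an estimated correlation), and -0.09 with each array shifted to the same median. Adjusted over the list alone 1 gene was higher and 1 lower, and over all genes 0 and 0. Per mouse the list's mean did not pass the exact permutation test (adjusted p = 0.98), and Western diet replicate 9 lay apart above the other Western diet arrays in it. Cxcl9, a chemokine induced by IFNγ, had 0.59 (adjusted p = 0.13), and Ciita, the master regulator of MHC class II genes, had -0.53 (adjusted p = 0.12). The mean log2 signal of Ifng itself was low, at 2.44 ± 1.38 on the Western diet and 2.53 ± 0.97 with quercetin (SD, n = 9), and quercetin replicate 9 was at the floor. These 20 genes are not the target molecules that the pathway software used, which were not analysed here.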

IFNγ, which induces adipose inflammation and insulin resistance and some other molecules were predicted to be upstream regulators that are inhibited or activated by quercetin in the EAT of mice fed the Western diet (Table 3). Among them, IFNγ; microRNA‐223, which suppresses proinflammatory pathways and enhances the alternative anti‐inflammatory response in obese adipose tissues; cholesterol; and transcription factor Spi‐B, which is specifically expressed in lymphoid cells, were predicted to be activated by the Western diet (Table 3 and Supporting Information Table 4 (1)) 16, 17. 

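On the Western diet, genes of cholesterol synthesis and uptake were higher as a group, and Spib did not pass the threshold. The pathway software reads the activity of a regulator from its targets, which were not analysed here. Neither result therefore tests its predictions for cholesterol or Spi-B, and what a rise of this list means for cholesterol as a regulator was not tested. The cholesterol list of 16 genes had a median log2 fold change of 0.51 over the control diet, with 9 genes higher and 1 lower (11 higher and 1 lower when adjusted over the list alone). Its adjusted p was 2.2e-04 from camera and 0.30 with an estimated correlation. Lss, which closes the sterol ring, rose (log2 fold change 1.02, adjusted p = 5.0e-04), and Fdft1, which makes squalene, fell (log2 fold change -1.10, adjusted p = 5.3e-05), with control replicate 6 apart above the other control arrays. The IFNγ-responsive list had a median of 0.20 on the Western diet, with 5 of its genes higher and 0 lower (5 higher and 0 lower when adjusted over the list alone), and its camera adjusted p was 0.051 (0.60 with an estimated correlation). Western diet replicate 9 lay apart above the other Western diet arrays in this list, whose median without it was 0.13. Spib had a mean log2 signal of 4.44 ± 1.05 on the control diet and 3.78 ± 0.48 on the Western diet (SD, n = 9; limma adjusted p = 0.19), and control replicate 3 lay apart above the other control arrays.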

Table 4 shows the top five canonical pathways of genes that were significantly altered by quercetin in the tissues of mice fed the Western diet. 

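Genes of Fcγ receptor-mediated phagocytosis and of the complement system were lower as groups with quercetin than on the Western diet alone, although no single member passed the threshold over all genes. The Fcγ list of 17 measured genes had a median log2 fold change of -0.65 (camera adjusted p = 8.1e-15, 0.14 with an estimated correlation), and adjusted over the list alone 14 genes were lower. Fcgr1, a high-affinity receptor for IgG, had a mean log2 signal of 7.62 ± 0.56 on the Western diet and 6.57 ± 0.63 with quercetin (SD, n = 9; limma adjusted p = 0.059), and Vav3, a signalling partner of the receptors, had a log2 fold change of -0.57 (adjusted p = 0.082). The complement list of 18 genes had a median of -0.57 (camera adjusted p = 9.3e-10, 0.12 with an estimated correlation), with 13 lower and 1 higher when adjusted over the list alone. C1qa, a chain of the first complement component, had -0.69 (adjusted p = 0.083), and Serping1, an inhibitor of that component, had -0.59 (adjusted p = 0.081). By limma 0 genes of the Fcγ list and 0 of the complement list passed over all genes, whereas by the test of the paper's methods, applied to the same values, 12 and 12 were lower. The means per mouse of both lists passed the exact permutation test, with adjusted p of 0.024 for the Fcγ list and 0.0078 for complement. The paper names both pathways from the same arrays, so these tests are not independent evidence.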

Other than the pathway associated with immune responses, quercetin markedly increased most of the gene expression associated with “mitochondrial dysfunction” and “oxidative phosphorylation.” This result suggests that quercetin increased mitochondrial oxidative phosphorylation in the Western diet‐induced obese mice.

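Genes of oxidative phosphorylation were higher with quercetin than on the Western diet alone, by a small and common amount. Their nuclear-encoded list of 74 genes had a median log2 fold change of 0.16, and 73 of the 74 had a positive value, while the median was 0.0855 with each array shifted to the same median. Ndufb10, a subunit of complex I, had a mean log2 signal of 10.86 ± 0.14 on the control diet, 10.38 ± 0.07 on the Western diet and 10.73 ± 0.15 with quercetin (SD, n = 9), and it rose with quercetin (log2 fold change 0.35, adjusted p = 0.024 from limma). The complex I subunits Ndufc1 (0.34, adjusted p = 0.024, with Western diet replicate 2 apart below the others) and Ndufa5 (0.41, adjusted p = 0.031), the complex III subunit Uqcrc2 (0.44, adjusted p = 0.031) and the ATP synthase subunit Atp5pb (0.23, adjusted p = 0.034) rose too. In all 5 genes of the list passed limma over all genes, 42 when adjusted over the list alone and 35 by the test of the paper's methods. The list's adjusted p was 2.4e-28 from camera and 0.12 with an estimated correlation. The paper names this pathway from the same arrays, so the tests of the list are not independent evidence. On the Western diet the same list had been lower than on the control diet, with a median of -0.18 and 41 genes lower (53 when adjusted over the list alone), but its adjusted p was 0.17 from camera with an estimated correlation and the median was -0.03 with each array shifted to the same median.

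Per mouse the mean z-score of the list was -0.70 ± 0.39 on the Western diet and 0.30 ± 0.64 with quercetin (SD, n = 9, exact permutation test, adjusted p = 0.0078), and 7 of 9 quercetin mice lay above every Western diet mouse. Among the quercetin mice, higher values of the list went with lower values of the macrophage list (Pearson r = -0.815, exact permutation p = 2.1e-04, adjusted over 6 relations 0.0013; Spearman rho = -0.950, p = 3.5e-04, adjusted 0.0021), and r was -0.738 without the 2 mice farthest from the median. In the other diets this relation did not pass, with r = -0.566 on the Western diet (p = 0.11) and -0.244 on the control diet (p = 0.52). As a measure of RNA quality, the 3' to 5' log2 ratio of control probe sets was read. A higher ratio means less 5' signal relative to 3' signal, not better RNA. The Gapdh ratio was higher with quercetin than on the Western diet by 0.24 (exact permutation p = 0.0070), and that of actin by 0.35 (p = 1.2e-04). Between the Western and the control diet the actin ratio differed by -0.33 (exact permutation p = 0.0036) and the Gapdh ratio by -0.19 (p = 0.055). The differences of both ratios thus had the same sign as those of the oxidative phosphorylation list in both comparisons.

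**Figure D2:**
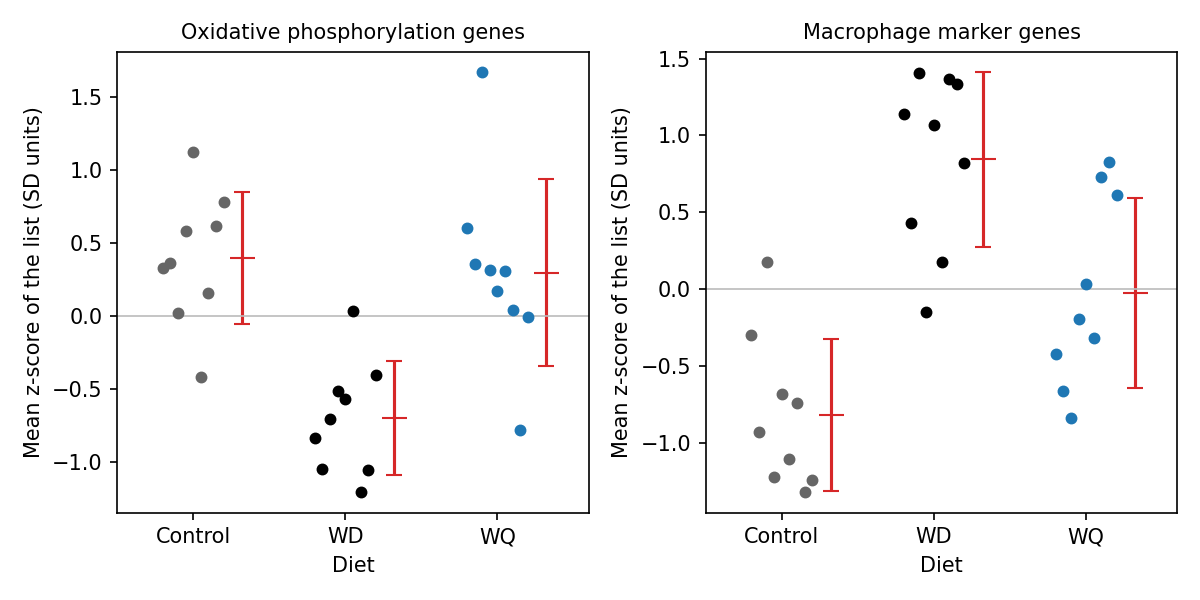
Mean z-score per mouse of the oxidative phosphorylation genes (left) and the macrophage marker genes (right) in EAT by diet, each point 1 mouse, with the mean and SD in red (n = 9). On the left 7 quercetin mice lie above every Western diet mouse, and on the right 8 Western diet mice lie above every control mouse.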

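The medians of all 5 respiratory complexes were positive with quercetin, and 4 of them passed the exact permutation test of the means per mouse, whereas the regulators of mitochondrial biogenesis did not. The median log2 fold changes over the Western diet were 0.17 for 34 genes of complex I, 0.10 for 4 of complex II, 0.25 for 9 of complex III, 0.13 for 12 of complex IV and 0.11 for 15 of the ATP synthase. With each array shifted to the same median they were smaller, at 0.09, 0.00122, 0.17, 0.06 and 0.04 in the same order. Adjusted over the list alone, 22, 1, 7, 4 and 6 of these genes were higher, and over all genes 3, 0, 1, 0 and 1. In the exact permutation test of the means per mouse the adjusted p was 0.0078 for complexes I, III and IV, 0.064 for complex II and 0.017 for the ATP synthase, and none of the 5 lists passed camera with an estimated correlation (adjusted p = 0.12, 0.28, 0.12, 0.12 and 0.19). Genes of the tricarboxylic acid cycle had a median of 0.20 (adjusted p = 0.029 from the exact permutation test, but 0.23 from camera with an estimated correlation), or 0.12 with each array shifted to the same median. Quercetin replicate 3 lay apart above the other quercetin arrays in this list and in that of complex IV. The mitochondrial ribosome list of 76 genes had a median of 0.11, or 0.00659 with each array shifted to the same median, and Mrpl28 (log2 fold change 0.34, adjusted p = 0.034; low on control replicate 6) and Mrpl51 (log2 fold change 0.30, adjusted p = 0.041) rose. The list of mitochondrial biogenesis and mtDNA maintenance had a median of 0.10 (exact permutation, adjusted p = 0.064). Its best known member Ppargc1a, a coactivator of mitochondrial genes, had a mean log2 signal of 6.31 ± 0.71 on the control diet, 5.71 ± 0.28 on the Western diet and 5.88 ± 0.62 with quercetin (SD, n = 9).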

**Table 3:** Upstream regulators predicted to be activated or inhibited by quercetinin EAT in mice fed a Western diet

Prediction	
Activated upstream regulator	Inhibited upstream regulator
LEPR (16 target molecules in dataset), NPC1 (5)	IFNγ (57 target molecules in dataset), mir‐223 (18), ABCB6 (7), cholesterol (7), ALOX5 (4) SPI1 (9), SPIB (11)

*p* values < 0.05 were considered to be a significant dataset of the targets of each upstream regulator (Fisher's exact test). An absolute *z*‐score below (inhibited) or above (activated) 2 was considered significant.

LEPR, leptin receptor; NPC1, NiemannPick disease, type C; mir‐223, microRNA‐223; ABCB6, ATP‐binding cassette, sub‐family B (MDR/TAP), member 6; ALOX5, arachidonate 5‐lipoxygenase; SPI1, transcription factor PU.1; SPIB, Spi‐B transcription factor (Spi‐1/PU.1 related).

**Table 4:** Top 5 canonical pathways of genes that were significantly altered by quercetinin EAT in mice fed a Western diet

Ingenuity canonical pathways	*p*‐value	Genes altered by quercetin/ genes in the canonical pathway	Up regulated genes/ downregulated genes
**Mitochondrial dysfunction**	3.49 × 10^–10^	40/136 (0.294)	36/4
Fcγ receptor‐mediated phagocytosis in macrophages and monocytes	7.11 × 10^–9^	29/89 (0.326)	4/25
Complement system	7.03 × 10^–8^	14/27 (0.519)	0/14
**Oxidative phosphorylation**	3.28 × 10^–7^	25/82 (0.305)	25/0
CD28 signaling in T‐helper cells	5.51 × 10^–6^	27/106 (0.255)	4/23

The functions and canonical pathways that were most significant to the dataset were identified by Ingenuity Pathway Analysis.

### 3.3 Quercetin suppressed the accumulation and activation of immune cells in the Western diet‐induced obese mice EAT

Immunohistochemical analysis of Mac2 positive macrophages showed that the Western diet‐induced accumulation of macrophages was suppressed by quercetin in EAT (Fig. 3A). mRNA expression of the macrophage marker F4/80 and the inflammation‐related expression of CD11c and monocyte chemotactic protein‐1 were increased by the Western diet and decreased by quercetin to the control levels (Fig. 4). However, supplementation with quercetin significantly reduced the expression of CD206, a marker of the anti‐inflammatory M2 macrophages in EAT of mice fed the Western diet (Fig. 4).

**Figure 3:**
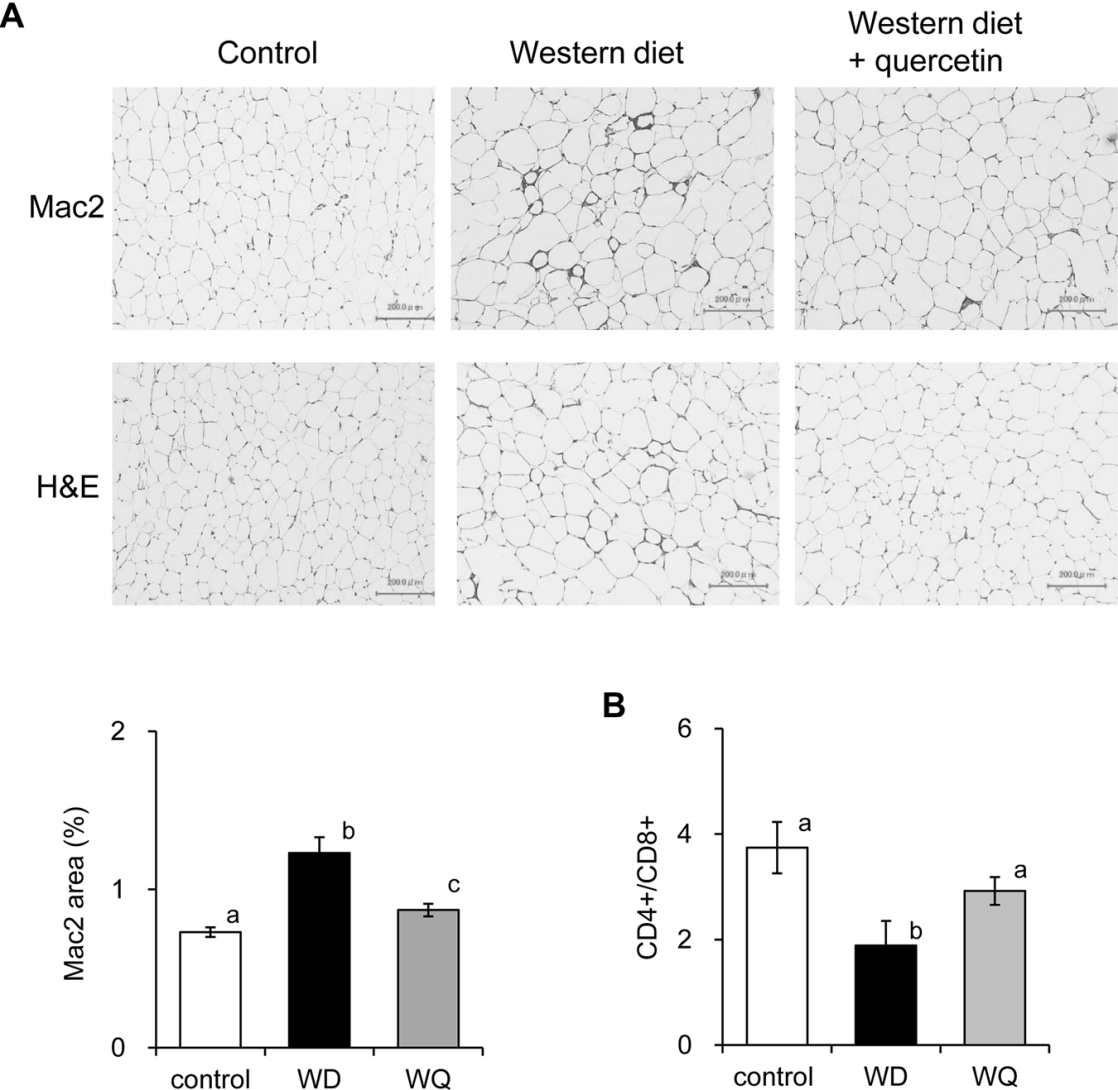
Quercetin suppressed the accumulation of macrophages and increase in the ratio of CD8^+^ T cells in stromal vascular cells in the epididymal adipose tissue (EAT) of mice fed a Western diet. (A) Representative photomicrographs showing EAT stained with anti‐Mac2 antibody (Mac2) or hematoxylin and eosin (H&E) and the percentage of Mac2‐stained area. (B) The CD4^+^/CD8^+^ lymphocyte ratios as determined by a flow cytometer in the stromal vascular cells of EAT. Mice were fed a control diet (Control), Western diet (WD), or Western diet containing 0.05% quercetin (WQ) for 18 weeks. Values are expressed as the means ± SEM of five or six mice in each group. Different superscripts indicate significant differences (*p* < 0.05, two‐sided).

**Figure 4:**
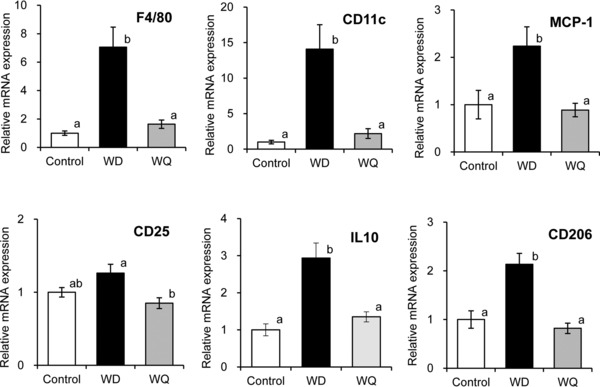
Quercetin suppressed the Western diet‐induced expression of genes associated with immune cells and the responses in epididymal adipose tissue. Mice were fed a control diet (Control), Western diet (WD), or Western diet containing 0.05% quercetin (WQ) for 18 weeks. Values are expressed as the means ± SEM of nine mice in each group. Different superscripts indicate significant differences (*p* < 0.05, two‐sided).

The ratio of CD8^+^ to CD4^+^ T cells increased in obese adipose tissues, contributing to macrophage recruitment in mice 7. Our results show that quercetin significantly increased the ratio of CD4^+^ to CD8^+^ T cells in the tissues of the Western diet‐induced obese mice (Fig. 3B). Supplementation with quercetin reduced the expression of the T‐cell activation marker CD25 expressed on regulatory T cells, and the anti‐inflammatory cytokine IL10 in the Western diet‐induced obese mice (Fig. 4). Thus, dietary quercetin suppressed the accumulation of both inflammatory and anti‐inflammatory macrophages, T cells, and cytokines in the EAT of the Western diet‐induced obese mice.

### 3.4 Quercetin suppressed the expression of NADPH oxidase and increased the expression of antioxidant enzymes in EAT

DNA microarray analysis suggested that quercetin reduced the generation of reactive oxygen species in EAT of mice fed the Western diet (Table 2). 

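Genes of the NADPH oxidase, the enzyme of phagocytes that makes superoxide, were lower as a group with quercetin than on the Western diet alone, and antioxidant enzymes did not pass as a group. The NADPH oxidase list of 7 measured genes had a median log2 fold change of -0.51 (camera adjusted p = 3.4e-06, 0.16 with an estimated correlation, 0.023 from the exact permutation test of the means per mouse). Adjusted over the list alone 6 of its genes were lower, and over all genes 0. Cybb, the catalytic subunit, had a mean log2 signal of 8.46 ± 0.58 on the control diet, 10.11 ± 0.65 on the Western diet and 9.28 ± 0.71 with quercetin (SD, n = 9). Its log2 fold change with quercetin was -0.83, beside -0.77 for Cyba, -0.85 for Ncf1 and -0.47 for Ncf4, with adjusted p of 0.17, 0.15, 0.12 and 0.28 from limma.

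The list of 15 antioxidant enzymes had a median of 0.08, or -0.0022 with each array shifted to the same median, and adjusted over the list alone 2 genes were higher (exact permutation of the means per mouse, adjusted p = 0.097). Cat, which encodes catalase, had a mean log2 signal of 12.42 ± 0.19 on the Western diet and 12.75 ± 0.14 with quercetin (limma adjusted p = 0.094). For Sod1 the log2 fold change with quercetin was 0.11 (adjusted p = 0.53) and for Gpx1 0.03 (adjusted p = 0.85). The list of Nrf2 and its targets had a median of -0.12 (exact permutation, adjusted p = 0.081), with -0.22 for Nfe2l2, -0.72 for Hmox1 and 0.22 for Nqo1, none of them past limma's threshold (adjusted p = 0.28, 0.25 and 0.57). Hmox1 was lower on quercetin replicate 3 than on the other 8 arrays by more than their spread.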

To elucidate the regulation of antioxidant status by quercetin, we then determined the expression of the NADPH oxidase subunits and the antioxidant enzymes by quantitative RT‐PCR analysis. We found that quercetin significantly suppressed the induction of NADPH oxidase expression and increased the expression of the antioxidant enzymes superoxide dismutase 1 (*Sod1*), glutathione peroxidase 1 (*Gpx1*), and catalase (*Cat*) (Fig. 5). *Sod1*, *Gpx1*, and *Cat* are known to be regulated by nuclear factor (erythroid derived 2)‐like 2 (Nrf2) in EAT of mice fed the Western diet (Fig. 5). However, expression of Nrf2 (*Nfe2l2*) and the Nrf2‐responsive genes oxygenase 1 (HO‐1, *Hmox1*) and oxidoreductase 1 (*Nqo1*) were not significantly increased by quercetin in the tissues of mice fed the Western diet (data not shown).

**Figure 5:**
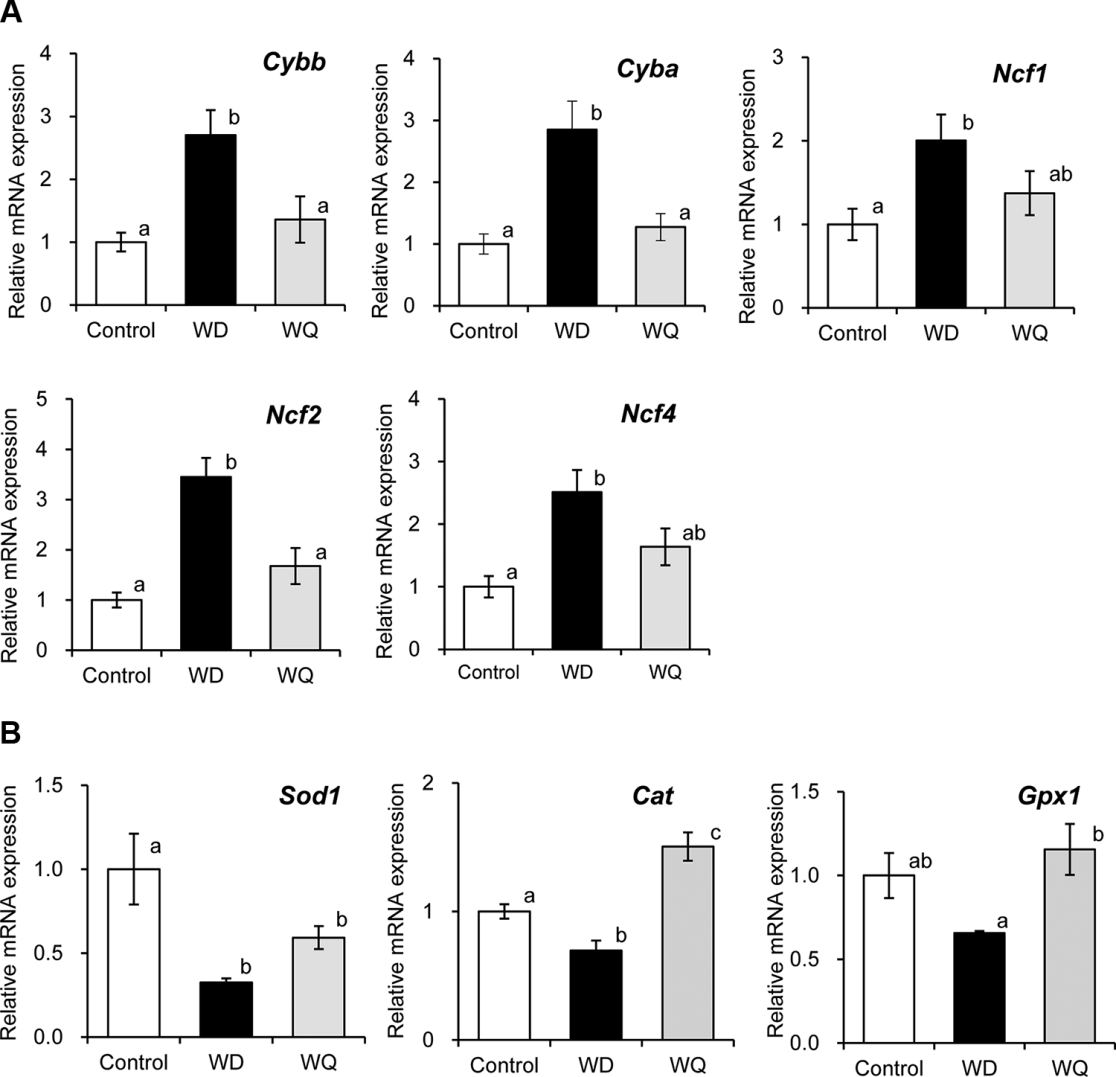
Quercetin suppressed the expression of NADPH oxidase subunits (A) and increased the expression of antioxidant enzymes (B) in the epididymal adipose tissue of mice fed a Western diet. Mice were fed a control diet (Control), Western diet (WD), or Western diet containing 0.05% quercetin (WQ) for 18 weeks. Values are expressed as the means ± SEM of nine mice in each group. Different superscripts indicate significant differences (*p* < 0.05, two‐sided).

### 3.5 Quercetin increased mitochondrial DNA content in EAT

We then determined the mtDNA copy number in EAT, and quercetin significantly increased the mtDNA copy number in the tissues of mice fed the Western diet (Fig. 6A). Although the Western diet suppressed the expression of peroxisome proliferative‐activated receptor gamma, coactivator 1 alpha (PGC‐1α, *Ppargc1a*), a master transcription regulator of oxidative phosphorylation and mitochondrial biogenesis, quercetin did not significantly increase the expression of *Ppargc1a* in the tissues of mice fed the Western diet (Fig. 6B).

**Figure 6:**
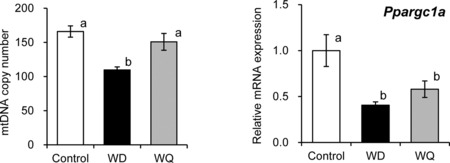
Quercetin increased mitochondrial DNA content in the epididymal adipose tissue of mice fed a Western diet. Mice were fed a control diet (Control), Western diet (WD), or Western diet containing 0.05% quercetin (WQ) for 18 weeks. Values are expressed as the means ± SEM of six or nine mice in each group. Different superscripts indicate significant differences (*p* < 0.05, two‐sided).

### 3.6 Nonfasting levels of quercetin and its metabolites in the EAT of mice fed a Western diet containing quercetin for 18 weeks

After 2 hour fasting, mice were killed and the EATs were immediately removed, washed with PBS, and frozen using liquid nitrogen until the measurement of quercetin and the metabolites. LC‐MS/MS analysis showed that methylated, glucuronidated, and/or sulfated quercetin metabolites are present in the EAT of mice fed the Western diet containing quercetin for 18 weeks (Fig. 7). The levels of the quercetin and isorhamnetin aglycones were 5.1 ± 0.8 pmol/g and 1 ± 0.3 pmol/g in EAT of mice fed the Western diet containing quercetin, respectively. Quercetin metabolites were hydrolyzed through sulfatase and β‐glucuronidase activity and quantified as quercetin and isorhamnetin, respectively. The total quercetin and isorhamnetin levels were 186.6 ± 25.6 pmol/g and 74.9 ± 20.7 pmol/g in EAT. Although the concentrations of quercetin and its metabolites may be affected by the intake of diet within several hours, the mice probably maintained similar levels of quercetin and metabolites in the EAT after the chronic intake of quercetin. The concentrations of the quercetin and isorhamnetin aglycones were much lower than those of the total conjugated quercetin and isorhamnetin.

**Figure 7:**
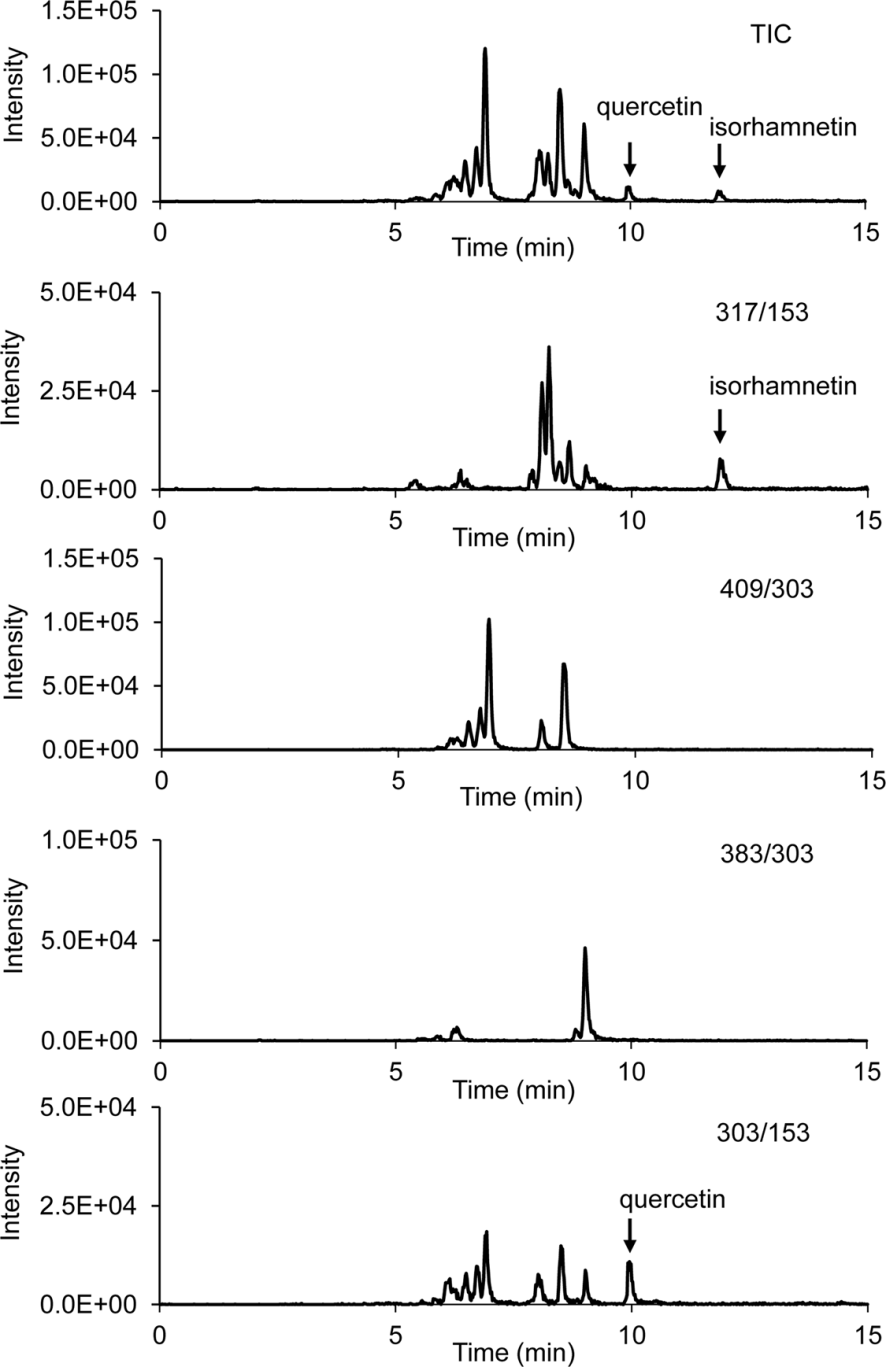
Representative selected reaction monitoring chromatogram of quercetin metabolites in the epididymal adipose tissue of mice fed a Western diet containing quercetin for 18 weeks. Mice were fed a Western diet containing 0.05% quercetin (WQ) for 18 weeks. Selected reaction monitoring (SRM) transitions for detecting methylated, glucuronidated, and sulfated quercetin in were *m/z* 317/153, *m/z* 479/303, and *m/z* 383/303, respectively. SRM transition for detecting quercetin was *m/z* 303/153.

## 4 Discussion

Comprehensive gene expression analysis was used to reveal the characteristics of the effect of dietary quercetin on the EAT of mice fed the Western diet. Supplementation with quercetin suppressed the increase and activation of immune cells in the tissues of mice fed the Western diet. Quercetin markedly increased gene expression associated with mitochondrial oxidative phosphorylation, likely due to suppressed reduction of the mtDNA copy number in the EAT of the diet‐induced obese mice.

Adipocyte class II major histocompatibility complex (MHCII), required for antigen presentation and induces antigen‐specific CD4^+^ T‐cell activation, increased in mice early on during the high‐fat diet challenge, paralleling increases in, and the activation of proinflammatory CD4^+^ Th1 cells, and preceding macrophage accumulation and proinflammatory M1 polarization 18. Early increases in adipocytokine leptin may promote T‐cell proliferation and secretion of IFNγ, which promotes adipocyte MHCII expression 18. IFNγ promotes adipocyte lipolysis, macrophage infiltration, and M1 polarization 18, 19. IFNγ and TNFα produced by M1 macrophages and adipocytes induce systemic inflammation and insulin resistance 9, 14, 19, 20. CD8^+^ and CD4^+^ T cells increase in the VAT of diet‐induced obese mice and promote the recruitment and activation of macrophages 21. High‐fat diets increase the number and activation of resident NK cells, and produce IFNγ in VAT 8. B cells, which are recruited early on in VAT in response to a high‐fat diet, induce MHC‐dependent proinflammatory cytokine production by both CD4^+^ and CD8^+^ T cells and produce pathogenic proinflammatory IgG2c antibody 22. Dendritic and mast cells are increased in obese white adipose tissues, and contribute to promote macrophage infiltration of adipose tissues and glucose intolerance, respectively 23, 24. Moreover, high‐fat diets increase neutrophil recruitment to the adipose tissue and facilitate macrophage infiltration by producing chemokines and cytokines 25.

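Genes of macrophages rose as a group on the Western diet. With all arrays kept, those of T, B, NK and mast cells and eosinophils did not pass. Of 18 macrophage markers 17 were higher on the Western diet than on the control diet, all of them also when adjusted over the list alone (17), and the adjusted p of the list was 1.2e-16 from camera and 0.17 with an estimated correlation. Adgre1 (log2 fold change 1.86, adjusted p = 6.6e-06), Itgax (log2 fold change 2.18, adjusted p = 6.6e-05) and Lgals3, which encodes Mac2 (log2 fold change 1.53, adjusted p = 4.6e-05), rose. All 13 measured genes of lipid-associated macrophages were higher (13 when adjusted over the list alone), with a median log2 fold change of 1.90 and an adjusted p of 1.8e-14 from camera, also 0.17 with an estimated correlation. The lists of Fcγ receptor phagocytosis and complement had medians of 1.15 and 0.98, with 17 of 17 and 16 of 18 genes higher and 0 and 1 lower (17 and 16 higher and 0 and 1 lower when adjusted over the list alone), and both had an adjusted p of 0.17 with an estimated correlation. Of 18 proinflammatory cytokines and chemokines 7 were higher (11 when adjusted over the list alone, and the list's adjusted p was 0.17 with an estimated correlation), among them Ccl2 (log2 fold change 1.40, adjusted p = 0.0093) and Ccl9 (log2 fold change 1.88, adjusted p = 6.6e-06). Of 16 T cell markers 0 passed limma over all genes and 0 when adjusted over the list alone, with a median of 0.23. Control replicate 3 lay apart above the other control arrays in these markers and in the cytokine list. It also lay apart above them in the markers of B cells and of NK and cytotoxic cells. Its mean z-score was 1.46 for T cell markers, against -0.81 to -0.25 on the other control arrays. For NK and cytotoxic cell markers it was 1.62 against -1.04 to 0.23, and for B cell markers 2.32 against -1.04 to 0.34. This array raises the control means of these lists, so their not passing does not show that they were unchanged. The markers of B cells (median -0.57), NK and cytotoxic cells (0.29), mast cells (0.10), neutrophils (0.21) and eosinophils (0.10) did not pass camera (adjusted p = 0.45, 0.16, 0.77, 0.26 and 0.69), and those of dendritic cells did (0.64, adjusted p = 0.015, but 0.20 with an estimated correlation). In the exact permutation test of the means per mouse, the adjusted p was 0.0011 for macrophage markers, 0.0067 for cytokines and chemokines, 0.0079 for dendritic cell, 0.034 for neutrophil, 0.17 for T cell, 0.77 for B cell, 0.11 for NK, 0.59 for mast cell and 0.30 for eosinophil markers.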

Here, the gene expression associated with the proliferation, migration, recruitment, and activation of immune cells was induced by the Western diet in the EAT of mice (Supporting Information Table 2). Quercetin reduced the gene expression associated with MHCII antigen presentation, antigen‐specific T‐cell activation (“CD28 signaling in T‐helper cells” in Table 2 (2)), and accumulation of macrophages. 

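Genes of MHC class II antigen presentation had a negative median with quercetin, and 1 gene of the class I pathway fell. The class II list of 13 genes had a median log2 fold change of -0.39 (camera adjusted p = 5.8e-06, 0.23 with an estimated correlation), with 6 genes lower when adjusted over the list alone and 0 over all genes. Cd74, the invariant chain that guides class II molecules, had a mean log2 signal of 11.13 ± 0.46 on the control diet, 12.07 ± 0.32 on the Western diet and 11.55 ± 0.32 with quercetin (SD, n = 9). The mean of the list per mouse had an adjusted p of 0.054 in the exact permutation test. In the class I list Pdia3, a chaperone of peptide loading, fell (log2 fold change -0.48, adjusted p = 0.046), and the list of 13 genes had a median of -0.12 (exact permutation of the means per mouse, adjusted p = 0.024; camera 0.0013, but 0.25 with an estimated correlation). Among T cell genes, Cd3e, a chain of the T cell receptor complex, had a log2 fold change of 0.13 (adjusted p = 0.95), and Zap70, a kinase of T cell receptor signalling, had 0.70 (adjusted p = 0.13).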

Our results suggest that quercetin reduces the NFκB‐mediated induction of TNFα and other proinflammatory cytokines/adipokines. Although quercetin did not significantly reduce the elevations of plasma IFNγ levels and adipose IFNγ expression, comprehensive gene expression analysis predicted that quercetin inhibits IFNγ as an upstream regulator. Quercetin probably suppresses the induction of leptin and IFNγ expression in EAT and the subsequent antigen‐specific CD4^+^ T‐cell activation and macrophage infiltration and activation.

Leptin receptor, which is inversely related to the increased expression of leptin in mice fed a high‐fat diet, and Niemann–Pick disease, type C, which mediates intracellular cholesterol trafficking, were predicted to be upstream regulators activated by quercetin 26, 27. 

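The mRNA of neither predicted regulator passed the test for quercetin. Lepr, the leptin receptor, had a mean log2 signal of 5.70 ± 0.75 on the control diet, 5.79 ± 0.22 on the Western diet and 5.70 ± 0.44 with quercetin (SD, n = 9; limma adjusted p for quercetin = 0.93). Npc1, which carries cholesterol out of lysosomes, rose on the Western diet (log2 fold change 0.53, adjusted p = 0.0082) and had a log2 fold change of -0.49 with quercetin (adjusted p = 0.11). On control replicate 6 the signal of Npc1 stood apart from the other 8 control arrays. The mRNA of Lep, which encodes leptin, had a mean log2 signal of 12.74 ± 0.09 on the Western diet and 12.44 ± 0.49 with quercetin (adjusted p = 0.68), where replicate 3 lay apart below the other 8. The pathway software reads the activity of a regulator from its targets, not from its own mRNA.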

Other than IFNγ, the proinflammatory arachidonate 5‐lipoxygenase and Spi‐1 proto‐oncogene (Spi1), which are highly expressed in B cells, mast cells, macrophages, and neutrophils, were predicted to be upstream regulators inhibited by quercetin 17, 28. 

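Spi1, the transcription factor PU.1 of myeloid cells, was raised by the Western diet, and Alox5 was not past the threshold in either comparison. The mean log2 signal of Spi1 was 5.99 ± 0.59 on the control diet, 7.60 ± 0.53 on the Western diet and 6.86 ± 0.64 with quercetin (SD, n = 9). Its log2 fold change was 1.61 on the Western diet (adjusted p = 1.0e-04 from limma) and -0.74 with quercetin (adjusted p = 0.18). For Alox5, which encodes arachidonate 5-lipoxygenase, the log2 fold changes were 0.32 and -0.09 (adjusted p = 0.10 and 0.85).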

Quercetin was predicted to decrease functions associated with the viability, activation, or migration of B cells, NK cells, mast cells, dendritic cells, and neutrophils. 

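Marker genes of the other immune cells had positive medians for some cells and negative medians for others, and of 5 lists only mast cell markers passed the exact permutation test. The median log2 fold changes were 0.24 for 11 B cell markers, -0.30 for 9 NK and cytotoxic cell markers, -0.37 for 9 mast cell markers, -0.34 for 9 dendritic cell markers and 0.20 for 10 neutrophil markers. In the exact permutation test of the means per mouse, the adjusted p was 0.89, 0.064, 0.039, 0.064 and 0.89 in the same order. No gene of the 5 lists passed limma over all genes, and adjusted over the list alone 1 dendritic cell marker was lower. Mast cell markers had an adjusted p of 0.010 from camera but 0.23 with an estimated correlation and 0.081 from limma's fry, and their median was -0.18 without normalization between arrays. Ccr2, a chemokine receptor of monocytes, had a mean log2 signal of 9.30 ± 0.28 on the Western diet and 8.53 ± 0.52 with quercetin (SD, n = 9; limma adjusted p = 0.088), with Western diet replicate 7 apart above the others. Blnk, an adaptor of B cells and macrophages, had a log2 fold change of -0.74 (adjusted p = 0.25), and Klrd1, an NK cell receptor, had -0.30 (adjusted p = 0.50). On the molecules that the paper lists for the viability of B lymphocytes and the accumulation of neutrophils, the medians with quercetin were -0.47 and -0.44. The study chose those molecules on the same arrays.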

The expression of CD11c, which is a marker of dendritic cells and M1 macrophages, was decreased by quercetin in the tissues of mice fed the Western diet. The complement system, which is included in the process of promoting adipocyte inflammation and insulin resistance, may be suppressed by quercetin 29.

High‐fat diets induce the expression of IL10, an anti‐inflammatory cytokine, and increase the number of alternative anti‐inflammatory M2 macrophages in EAT, although the increased ratio of M1‐to‐M2 macrophages ultimately induces insulin resistance 30. RT‐PCR showed that quercetin suppresses the induction of the expression of IL10 and the M2 macrophage marker CD206 in mice fed the Western diet. Thus, quercetin suppresses the accumulation and activation of immune cells and the subsequent inflammation and systemic insulin resistance, probably by suppressing the expression of leptin, TNFα, and possibly IFNγ. Suppression of the activation of NFκB is likely to reduce the production of TNFα and other proinflammatory cytokines.

The main effect of dietary quercetin on organs is the reduction of oxidative stress marker levels 4, 5, 12. As Kawai et al. and Santos et al. reported, methylated, glucuronidated, and/or sulfated quercetin metabolites found in the plasma of mice fed the Western diet containing quercetin for 18 weeks (Supporting Information Fig. 1) 31, 32. They showed that the plasma quercetin metabolites retained the antioxidative activity; however, continuous feeding of the diet containing quercetin increased the levels of methylated metabolites and thereby reduced the antioxidative activity 31, 32. In our study, quercetin suppressed the increase in the oxidative stress markers 8‐isoprostane or Lox‐1 in the plasma of mice fed the Western diet for 12–18 weeks. Although the plasma 8‐isoprostane levels in mice fed the Western diet containing quercetin were not significantly lower than that of the mice fed the Western diet after 18 weeks, the levels in mice fed the Western diet containing quercetin were comparable between 8 and 18 weeks of feeding. We also identified the methylated, glucuronidated, and/or sulfated quercetin metabolites in the EAT of mice fed the Western diet containing quercetin. Dietary quercetin significantly suppressed the increase in the levels of the lipid peroxidation marker MDA and gene expression associated with the production of reactive oxygen species in the EAT of mice fed the Western diet. Although quercetin may increase the expression of antioxidant enzymes by activating the Nrf2 pathway in the liver of normal control mice, supplementation of quercetin did not significantly increase the expression of Nrf2 or Nrf2‐regulated HO‐1 and NQO‐1 in the EAT of Western diet‐induced obese mice 12. Increased oxidative stress in white adipose tissues induces obesity, inflammation, and insulin resistance 33, 34, 35. The antioxidative effect of quercetin metabolites probably prevents the increase of reactive oxygen species and the progression of inflammation and insulin resistance by suppressing the accumulation of immune cells and the production of TNFα and other inflammatory cytokines in adipocytes in the EAT of Western diet‐induced obese mice

In this study, dietary quercetin universally suppressed Western diet‐induced gene expression associated with the accumulation and activation of immune cells, whereas it specifically increased gene expression associated with mitochondrial oxidative phosphorylation. 

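Genes raised by the Western diet leaned towards lower values with quercetin, and few passed the threshold in both comparisons. Past both thresholds were 10 genes raised by the Western diet and lowered by quercetin and 33 lowered by the Western diet and raised by quercetin, and no gene moved the same way in both. Sdcbp (0.51 and -0.40), Wipf1 (0.69 and -0.55) and Vwa5a (0.75 and -0.44) rose on the Western diet and fell with quercetin, as log2 fold changes in that order. Adig, an adipocyte gene, fell on the Western diet and rose with quercetin (-0.63 and 0.57), as did Clpp, a mitochondrial protease (-0.53 and 0.47). Of the genes raised by the Western diet 674 were still higher with quercetin than on the control diet. Both comparisons share the Western diet arrays, which by itself sets the 2 changes against each other. Of the genes raised by the Western diet at an unadjusted p under 0.05, 83.1% had a negative log2 fold change with quercetin, where simulated groups without a diet effect gave 88.6%. With the Western diet arrays split between the comparisons, in 20 random splits, the median share was 77.6%, beside 46.5% of all genes. The correlation of the 2 changes across genes, which are not independent replicates, was -0.597, against -0.499 in simulated groups without a diet effect and a median of -0.303 with the arrays split. The simulated groups carried no Western diet effect either, so their values do not show what the absence of a quercetin effect alone would give. At an unadjusted p under 0.05 in both comparisons, 920 genes were raised then lowered and 644 lowered then raised, against 90.5 and 92.5 in the simulated groups. With the arrays split these counts had medians of 439.5 and 270, where independent lists would give 103 and 84.9, and at the adjusted p a median of 0 genes passed both. With each array left out in turn the counts at the adjusted p ran from 0 to 80 and from 0 to 141, the highest without control replicate 6.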

Mitochondrial content of white adipocytes is decreased in both rodent and human obesity and correlates with insulin resistance 36, 37. A decrease in mtDNA copy number reduces β‐oxidation and impaired mitochondrial oxidative phosphorylation, which correspondingly induces insulin resistance 38, 39. The increase in the mtDNA copy number by dietary quercetin likely improves mitochondrial oxidative phosphorylation in EAT. Quercetin is an activator of adenosine monophosphate‐activated protein kinase (AMPK), which activates PGC‐1α, resulting in the upregulation of mitochondrial biosynthesis 40, 41. Previous studies showed that adipose‐specific deficiency of PGC‐1α induced insulin resistance, and activation of AMPK phosphorylation and mitochondrial biogenesis regulated insulin resistance 40, 42. Dong et al. showed that quercetin enhanced AMPKα1 phosphorylation in the EAT of mice fed a high‐fat diet 41, whereas Xu et al. reported that quercetin aglycone increased AMPK activity in 3T3‐L1 adipocytes (2 × 10^6^ cells/well) at concentrations ranging from 0.1–10 μM 43. Shen et al. showed that quercetin, and the metabolites 3′‐O‐methyl quercetin and quercetin‐3‐O‐glucuronides induce the phosphorylation of AMPK in human aortic endothelial cells 44. The adipose cell number was around 1 × 10^6^ cells/g in the EAT of 18‐week‐old mice fed a high‐fat diet 45. Quercetin metabolites may induce the gene expression associated with mitochondrial oxidative phosphorylation through the activation of AMPK and, thus, of PGC‐1α, in the EAT of mice fed the Western diet. However, here dietary quercetin did not significantly induce PGC‐1α expression or AMPK phosphorylation in the EAT of mice fed the Western diet (data not shown). Increases in reactive oxygen species induce mitochondrial dysfunction and reduce mtDNA content in white adipose tissues 37; the antioxidative effect of quercetin metabolites is likely involved in a pathway including quercetin‐increased oxidative phosphorylation‐related gene expression and mtDNA content.

In conclusion, supplementation with quercetin suppressed gene expression associated with the accumulation and activation of immune cells, including macrophages, lymphocytes, dendritic cells, and mast cells in the EAT of mice fed the Western diet for 18 weeks. Dietary quercetin suppressed the accumulation of macrophages, the decrease in the ratio of CD4^+^ to CD8^+^ T cells in EAT, and the elevation of plasma TNFα and leptin levels in Western diet‐induced obese mice. Although quercetin reduced the expression of the anti‐inflammatory M2 macrophage marker and cytokine IL10, it suppressed the progression of chronic low‐grade inflammation in adipose tissues. Quercetin increased antioxidant enzyme levels and reduced the expression of NADPH oxidase and lipid peroxidation in EAT. It also suppresses the expression of NFκB. Suppression of oxidative stress and NFκB expression likely contribute to the prevention of the accumulation and activation of immune cells and resulting chronic inflammation. Overall, quercetin increased gene expression associated with mitochondrial oxidative phosphorylation and mtDNA content.

## Supporting information

As a service to our authors and readers, this journal provides supporting information supplied by the authors. Such materials are peer reviewed and may be re‐organized for online delivery, but are not copy‐edited or typeset. Technical support issues arising from supporting information (other than missing files) should be addressed to the authors.

Supplementary Material Click here for additional data file.

# Supplementary material for: Quercetin suppresses immune cell accumulation and improves mitochondrial gene expression in adipose tissue of diet‐induced obese mice
**Source:** Mol Nutr Food Res. 2015 Nov 24;60(2):300–12. doi: 10.1002/mnfr.201500595
**Supplement:** Supplementary file 1 — Supplementary Material

Supporting Information Figure Legend:

Figure S1. Representative selected reaction monitoring chromatogram of quercetin metabolites in the plasma of mice fed a Western diet containing quercetin for 18 weeks.

Mice were fed a Western diet containing 0.05% quercetin (WQ) for 18 weeks. Selected reaction monitoring (SRM) transitions for detecting methylated, glucuronidated, and sulfated quercetin were <i>m/z</i> 317/153, <i>m/z</i> 479/303, and <i>m/z</i> 383/303, respectively. SRM transition for detecting quercetin was <i>m/z</i> 303/153.

# Supplementary material for: Quercetin suppresses immune cell accumulation and improves mitochondrial gene expression in adipose tissue of diet‐induced obese mice
**Source:** Mol Nutr Food Res. 2015 Nov 24;60(2):300–12. doi: 10.1002/mnfr.201500595
**Supplement:** Supplementary file 1 — Supplementary Material

Table S4. Upstream regulators predicted to be activated or inhibited (1)^a^ and Top 5 canonical pathways of genes that were significantly altered (2)^b^ by Western diet　in epididymal adipose tissues in mice

(1)

| Prediction | |
| --- | --- |
| Activated upstream regulator | Inhibited upstream regulator |
| IL4 (104 target molecules in dataset), mir-223 (31), IFNγ (86), cholesterol (11), MYD88 (36), PPARδ (10), TNF (33), SPIB (18), IRF7 (16), IRF3 (17), TYROBP (8), | GATA6 (16 target molecules in dataset) |

^a^P values less than 0.05 were considered to be a significant data set of the targets of each upstream regulator (Fisher’s exact test). An absolute *z*-score of below (inhibited) or above (activated) 2 was considered significant.

(2)

| Ingenuity Canonical Pathways | p-value | Genes altered by quercetin  /genes in the canonical pathway | Up regulated genes /downregulated genes |
| --- | --- | --- | --- |
| Fcγ　receptor-mediated phagocytosis in macrophages and monocytes | 1.1E-08 | 40/89 (0.449) | 36/4 |
| Inhibition of matrix metalloproteases | 3.75E-07 | 19/32 (0.594) | 17/2 |
| Clathrin-mediated endocytosis signaling | 9.73E-06 | 50/149 (0.336) | 44/6 |
| CD28 signaling in T helper | 2.09E-05 | 38/106 (0.358) | 32/6 |
| Antigen presentation pathway | 6E-05 | 14/26 (0.538) | 14/0 |

^b^The functions and canonical pathways that were most significant to the data set were identified by Ingenuity Pathway Analysis.

How the deposited data were processed for this re-analysis (not part of the article)

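RNA of the EAT of 27 mice, 9 on each of 3 diets fed for 18 weeks (control, Western, and Western containing quercetin), was measured on Affymetrix mouse genome arrays, 1 array per mouse. The mice were kept 3 per cage, and the cages are not given. The deposited values are linear signal intensities that the authors made with Microarray Suite and GeneSpring, and they were not scaled between arrays. The plan had been to use them without further normalization. Because the file held unscaled signals, quantile normalization was chosen before any test, and the unscaled values are reported beside them. Values under 1 were set to 1 and all were converted to log2. Each gene was represented by its probe set with the highest mean over all arrays, and control probe sets and probe sets annotated to several genes were left out, since their signal belongs to no single gene.

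Genes were tested in R 4.3.3 with limma 3.58.1, with 1 mean per diet over all 27 arrays, a trend of the variance on the mean and Benjamini-Hochberg adjustment over all 18193 genes at an adjusted p under 0.05. The comparisons were the Western diet against the control diet, quercetin against the Western diet, quercetin against the control diet, and the 3 diets together. Of the 55 gene lists for pathways, cell types and other tissues, 54 had at least 3 measured members and were tested with camera at a correlation of 0.01 and with an estimated one, with fry, and with an exact permutation test of the mean z-score per mouse over 48620 splits. The counts of genes and 2 list medians were also compared with those of 100 splits of the arrays, the real one among them, drawn at random. The named genes were fixed by a rule, namely those the paper names, the 12 largest changes in each direction among genes past the threshold above the median mean, and up to 4 members of each list with the largest changes for quercetin past the threshold, or the 2 with the smallest p. Values in the paper's own tables had been seen when the rule was written. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9. The code was tested on simulated data, in which a part of the known changes was recovered.

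Alternatives tried were no normalization, a median shift, a floor of 32, a pseudocount of 16, genes above the median mean, the mean of all probe sets of a gene, probe sets in place of genes, limma without a trend or with array weights, the test of the paper's methods (Tukey's test after a test over the 3 diets, with and without Benjamini-Hochberg), stricter thresholds, fits of 2 diets, a replicate block, and each array left out in turn. After the data were seen, the arrays with high testis markers, and those with high testis, lymph node or smooth muscle markers, were also left out. The signals over background limit the precision for genes of low signal, and the number of arrays limits it for all genes. The pathway software was not used here, and of its predicted functions only the molecules that the paper lists in full were read on the arrays. RT-PCR values were read by eye from the paper's figures for comparison, and blots and counts of cells were not used here.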

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

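The tests of control replicate 6, and those of the macrophage list without 1 or 2 mice, were chosen only after the result was seen.

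Quercetin raised the genes of oxidative phosphorylation over the Western diet by a median log2 fold change of 0.16 (camera adjusted p = 0.12 with an estimated correlation, not passed). With mice taken as independent, chance as the grouping of the mice is argued against. The highest of the other splits among 100 drawn at random gave 0.147, and the exact permutation p of the list mean per mouse over all splits was 8.6e-04. The cages, of 3 mice each, are not given, so an effect of cages stays open. Fewer immune cells, so that adipocyte RNA takes a larger share, is argued against as the whole cause, because the mean of the list minus that of adipocyte identity genes rose per mouse from -1.04 to -0.94 (exact permutation p = 0.0356), and array brightness is argued against by a median of 0.0855 or more under 3 scalings. Without a covariate the difference between the diets was 0.176 (standard error 0.0439, 95% interval 0.0828 to 0.269). With the macrophage mean as a covariate it was 0.0816 (standard error 0.0406, 95% interval -0.00501 to 0.168). A part shared with the lower macrophage markers therefore stays open. RNA quality stays open, since the Gapdh 3' to 5' ratio, higher with quercetin, had a Pearson r of -0.384 with the list within the diets, which would lower the list with quercetin, and a fit with it gave 0.230 (standard error 0.0537, 95% interval 0.116 to 0.345), whereas a fit with the actin ratio gave 0.127 (standard error 0.0690, 95% interval -0.0200 to 0.274). A biological effect of quercetin on adipocytes may stand beside these, and body weight, which the paper reports to differ between the diets, was not tested. The paper names this pathway from the same arrays, so the p-values of the list are not independent evidence.

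Macrophage markers, but not those of all immune cells, were lower with quercetin, with a median log2 fold change of -0.74. With mice taken as independent, chance is argued against for this list. The highest of the other splits among 100 drawn at random moved by 0.685, and the exact permutation p of the list mean per mouse over all splits was 0.0088. Mice were kept 3 per cage and the cages are not given, so an effect of cages stays open. Lymph node carried along with the tissue is argued against, because the macrophage mean minus the lymph node mean fell per mouse from 5.88 to 5.29 (exact permutation p = 0.0494). Array brightness is argued against by a median of -0.693 or lower under 3 scalings, and 1 mouse and 2 mice by the exact permutation test, whose p was at most 0.0169 without each of the 18 arrays in turn and 0.0346 without each pair. More than 2 mice stay open, since camera's adjusted p of at most 6.9e-13 with each array left out in turn rests on a preset correlation of 0.01, where the estimated one was 0.674 and gave 0.14. Fewer macrophages and a lower expression within each macrophage could both give these values, and the arrays cannot separate them. The paper's Mac2 staining of this tissue showed less macrophage accumulation with quercetin than on the Western diet, which goes with fewer macrophages. Expression within each macrophage was not tested. RNA quality was not tested for this list and stays open. The Gapdh and actin 3' to 5' log2 ratios were higher with quercetin by 0.24 and 0.35 (exact permutation p = 0.0070 and 1.2e-04).

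Control replicate 6 had a mean correlation of 0.798 with the other control arrays, which had 0.912 to 0.927, and 1358 genes lay at least 8-fold above the mean of those arrays. All 7 testis markers were higher on it than on each of the other 8, and the raised genes were also raised on quercetin replicate 5 (median log2 difference 2.38) and Western diet replicate 7 (1.10). Testis RNA in place of adipose RNA is argued against by an adipocyte identity mean of 11.98, within the 11.80 to 12.42 of the others, and array brightness by the correlation of 0.798 after quantile normalization. A candidate explanation is testis carried along with the epididymal tissue, and no biological explanation was tested, since the design gives none.

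In 35 of 378 groups of 9 arrays, over 67 genes, 55 lists and 4 array measures, 1 array lay farther from its nearest neighbour than Dixon's value for 9 samples allows, which is 9.26% where chance gives 5%. The number after each gene or list is its gap divided by the range of the group. Control replicate 3 lay above the other 8 arrays of its diet in Spib (0.614), B cell markers (0.59), MHC class II antigen presentation genes (0.62), NK and cytotoxic cell markers (0.52), T cell markers (0.752), lymph node markers (0.831) and proinflammatory cytokines and chemokines genes (0.555). Control replicate 6 lay above the other 8 arrays of its diet in Fdft1 (0.581) and testis markers (0.517) and below them in Mrpl28 (0.595), Npc1 (0.7), Nrf2 and its target genes (0.516), antioxidant enzymes genes (0.542), de novo lipogenesis genes (0.589), respiratory complex IV genes (0.793) and mean correlation with the arrays of its diet (0.88). Western diet replicate 1 lay above the other 8 arrays of its diet in endoplasmic reticulum stress genes (0.551). Western diet replicate 2 lay below the other 8 arrays of its diet in Ndufc1 (0.506). Western diet replicate 7 lay above the other 8 arrays of its diet in Ccr2 (0.518). Western diet replicate 9 lay above the other 8 arrays of its diet in interferon gamma-responsive genes (0.756) and below them in Tph2 (0.53). Quercetin replicate 1 lay below the other 8 arrays of its diet in skeletal muscle markers (0.518). Quercetin replicate 2 lay above the other 8 arrays of its diet in red blood cell markers (0.505) and below them in T cell markers (0.518). Quercetin replicate 3 lay above the other 8 arrays of its diet in Ptges (0.703), NK and cytotoxic cell markers (0.506), Nrf2 and its target genes (0.498), respiratory complex IV genes (0.549) and tricarboxylic acid cycle genes (0.499) and below them in Hmox1 (0.642), Lep (0.836) and adipocyte expansion genes (0.79). Quercetin replicate 6 lay above the other 8 arrays of its diet in lymph node markers (0.65) and thermogenic adipocyte genes (0.512). Quercetin replicate 9 lay below the other 8 arrays of its diet in Ifng (0.792).

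On the Western diet camera at its preset correlation called several lists whose genes the paper does not discuss as such, although the paper names cholesterol as a regulator. By camera lipid-associated macrophage genes (1.90), type I interferon-responsive genes (0.32), adipocyte expansion genes (1.10), extracellular matrix (0.68), lysosome (0.52), cholesterol synthesis and uptake (0.51), cell cycle (0.86) and liver markers (1.69) were higher, and tricarboxylic acid cycle (-0.18), branched-chain amino acid catabolism (-0.39), mesothelial markers (-1.17), testis markers (-1.81) and smooth muscle markers (-1.28) were lower, with the median log2 fold change after each list. With quercetin mitochondrial ribosome (0.11), tricarboxylic acid cycle (0.20), fatty acid oxidation (0.10), branched-chain amino acid catabolism (0.29), de novo lipogenesis (0.24) and red blood cell markers (0.78) were higher than on the Western diet, and lipid-associated macrophage genes (-0.95), extracellular matrix (-0.25), lysosome (-0.23), cell cycle (-0.50) and liver markers (-1.08) were lower. None of these lists passed camera with an estimated correlation. In the exact permutation test of the means per mouse, testis and liver markers did not pass on the Western diet (adjusted p = 0.23 and 0.21). With quercetin liver markers and cell cycle genes did not pass it (adjusted p = 0.51 and 0.064). The other lists named here passed that test. The call of the liver list ended without single arrays of either diet, its median running from -1.55 to -0.48 with quercetin, and the median of the testis list on the Western diet without control replicate 6 was -0.87. The smooth muscle markers were high on control replicates 2 and 4, and without these and the 4 other arrays with high testis or lymph node markers their median on the Western diet was -0.00937.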

How the results depend on the processing

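The alternatives without the arrays with high testis, lymph node or smooth muscle markers were chosen after seeing the data, and the other alternatives were planned.

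Signal over background limits what can be detected, since 3.53% to 8.26% of the probe sets of an array lay under a signal of 1, and the number of arrays limits the precision. On simulated changes of log2 0.5 in 100 genes per comparison, limma recovered 23% for the Western diet and 42% for quercetin. At log2 1 it recovered 61% and 56%. The order reversed, so these values do not show that changes were easier to detect in either comparison. The 5 lists of macrophage markers, Fcγ phagocytosis, complement, NADPH oxidase and oxidative phosphorylation kept their direction and passed camera under all alternatives run and with each of the 27 arrays left out, all at the preset correlation, and did not pass with an estimated correlation, under which the medians are those of the preset one. There the adjusted p was 0.17 for each list on the Western diet (medians 1.51, 1.15, 0.981, 1.20 and -0.182 in that order). With quercetin it was 0.14, 0.14, 0.12, 0.16 and 0.12 (medians -0.736, -0.650, -0.569, -0.507 and 0.163). The median of respiratory complex IV on the Western diet reversed to 0.0105 with each array shifted to the same median, from -0.117. Of the 134 results for single genes none reversed, and 24 no longer passed without normalization, 18 without a trend and 20 with the mean of probe sets, while 26 newly passed with array weights and 24 by the test of the paper's methods. Of 108 list results 58 no longer passed with an estimated correlation and 18 by fry. The cause was not tested.

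The counts of genes moved by more than 1.5 times under many alternatives, most of all those of quercetin over the Western diet, and the cause was not tested except where fewer genes or arrays were used. The main counts were 2913 over the 3 diets, 2047 higher and 1172 lower for the Western diet over control, 46 higher and 14 lower for quercetin over the Western diet, 910 higher and 301 lower for quercetin over control, and 10 raised then lowered and 33 lowered then raised. Without normalization between arrays, the counts were 1413 over the 3 diets, 1108 higher and 709 lower for the Western diet over control, 3 higher and 0 lower for quercetin over the Western diet, 268 higher and 38 lower for quercetin over control and 0 raised then lowered and 2 lowered then raised. With each array shifted to the same median, the counts were 2325 higher and 578 lower for the Western diet over control, 0 higher and 3 lower for quercetin over the Western diet, 370 higher and 128 lower for quercetin over control and 1 raised then lowered and 0 lowered then raised. With values under 32 set to 32, the counts were 53 higher and 26 lower for quercetin over the Western diet and 22 raised then lowered and 38 lowered then raised. With a pseudocount of 16, the counts were 56 higher and 29 lower for quercetin over the Western diet and 26 raised then lowered and 41 lowered then raised. With fewer genes tested, those above the median mean, the counts were 135 higher and 65 lower for quercetin over the Western diet and 61 raised then lowered and 88 lowered then raised. With the mean of all probe sets of a gene, the counts were 0 higher and 0 lower for quercetin over the Western diet and 0 raised then lowered and 0 lowered then raised. With probe sets counted, the counts were 5113 over the 3 diets, 3518 higher and 2163 lower for the Western diet over control, 22 higher and 17 lower for quercetin over the Western diet, 1458 higher and 667 lower for quercetin over control and 13 raised then lowered and 15 lowered then raised. By limma without a trend, the counts were 0 higher and 0 lower for quercetin over the Western diet and 0 raised then lowered and 0 lowered then raised. By limma with array weights, the counts were 2187 higher and 1943 lower for the Western diet over control, 766 higher and 615 lower for quercetin over the Western diet, 1074 higher and 667 lower for quercetin over control and 486 raised then lowered and 401 lowered then raised.

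By the test of the paper's methods, the counts were 1346 higher and 650 lower for the Western diet over control, 474 higher and 530 lower for quercetin over the Western diet and 486 raised then lowered and 278 lowered then raised. By that test without Benjamini-Hochberg, the counts were 5309 over the 3 diets, 732 higher and 676 lower for quercetin over the Western diet, 1639 higher and 622 lower for quercetin over control and 546 raised then lowered and 341 lowered then raised. At an adjusted p under 0.01, the counts were 1458 over the 3 diets, 1218 higher and 479 lower for the Western diet over control, 0 higher and 0 lower for quercetin over the Western diet, 243 higher and 56 lower for quercetin over control and 0 raised then lowered and 0 lowered then raised. With at least 1.5-fold, the counts were 1423 over the 3 diets, 1092 higher and 452 lower for the Western diet over control, 9 higher and 4 lower for quercetin over the Western diet, 374 higher and 106 lower for quercetin over control and 2 raised then lowered and 6 lowered then raised. With only the 2 diets in the fit, the counts were 486 higher and 286 lower for quercetin over the Western diet, 348 higher and 89 lower for quercetin over control and 204 raised then lowered and 145 lowered then raised. With a replicate block, the counts were 6 higher and 2 lower for quercetin over the Western diet and 1 raised then lowered and 4 lowered then raised. With the Western diet arrays split between the comparisons, the counts were 0 raised then lowered and 0 lowered then raised. Without the 3 arrays with high testis markers, the counts were 36 higher and 7 lower for quercetin over the Western diet and 3 raised then lowered and 26 lowered then raised. Without the 6 arrays with high testis, lymph node or smooth muscle markers, the counts were 1991 higher and 1832 lower for the Western diet over control, 115 higher and 35 lower for quercetin over the Western diet, 829 higher and 648 lower for quercetin over control and 27 raised then lowered and 80 lowered then raised.

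With each array left out in turn, the counts ran from 2356 to 3809 over the 3 diets, 1788 to 2342 higher and 921 to 1880 lower for the Western diet over control, 0 to 210 higher and 0 to 95 lower for quercetin over the Western diet, 545 to 1409 higher and 158 to 596 lower for quercetin over control, 0 to 80 raised then lowered and 0 to 141 lowered then raised. The highest counts arose without control replicate 6, or without control replicate 3 for the genes higher than on the control diet. The 1.5 times limit was passed by 1 array for the genes lower on the Western diet (control replicate 6), 19 and 20 arrays for quercetin over the Western diet, and 5 and 9 for quercetin over control. For quercetin over the Western diet no gene passed limma without Western diet replicate 7 or without quercetin replicate 1, 2, 3 or 4, against 1330 higher and 1166 lower at an unadjusted p under 0.05 with all arrays and 474 and 530 by the test of the methods. Among 100 splits of the arrays drawn at random, which take mice as independent, chance is argued against for the counts of the 3-diet test (2913, highest of the other splits 2), the Western diet over control (3219, 638), quercetin over the Western diet (60, 1) and quercetin over control (1211, 40). An effect of cages, which are not given, stays open. For the genes raised then lowered (10, 0) the splits decide nothing, since the other splits called at most 1 gene for quercetin over the Western diet.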

Differences from the paper's values

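The alternatives that leave out arrays with high testis, lymph node or smooth muscle markers were chosen only after seeing the data, and the other alternatives were set before.

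The paper reports 4657 genes that differ among the 3 diets at a p under 0.05 from its test over the diets, for which its methods name a Benjamini-Hochberg correction, and limma passed 2913 (adjusted) and 5355 at an unadjusted p under 0.05. Of the alternatives set before the data were examined, the values are within 1.5 times with probe sets counted (5113), with array weights (4339) and by the test of the paper's methods without Benjamini-Hochberg (5309), and also without control replicate 3 or 6, and are not within it under the others. Without the arrays with high testis, lymph node or smooth muscle markers, an alternative chosen after seeing the values, the count was 3471, also within 1.5 times, and how many of the paper's genes it drops is not known, since they were not analysed here. The paper's list for oxidative phosphorylation has 25 genes higher with quercetin, and 5 of the 74 genes listed here passed. Its count is within 1.5 times with only genes above the median mean (21), by the test of the methods (35), with only the 2 diets in the fit (24) and without control replicate 6, and not under the other alternatives. The paper has 14 complement genes lower with quercetin and 0 of 18 passed limma here, with 12 under array weights and 12 by the test of the methods, also without Benjamini-Hochberg, each within 1.5 times, and not under the other alternatives. The paper has 25 genes of Fcγ phagocytosis lower and 0 of 17 passed here, at most 12 under the alternatives, none within 1.5 times. The lists here differ from those of the pathway software, and the paper's text states no fold threshold for its counts.

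The paper's RT-PCR values below are read from its figures, whose error bars are SEM, and the values here are ratios of array means to the control diet. For leptin, the ratio on the Western diet (Fig. 2A, read by eye) is about 4.1 and on the arrays 1.599 (SD 0.102), and with quercetin (Fig. 2A, read by eye) is about 2.5 and on the arrays 1.36 (SD 0.320). For adiponectin, the Western diet ratio (Fig. 2A, read by eye) is about 0.43 and on the arrays 0.956 (SD 0.0440), and for TNFα that ratio (Fig. 2A, read by eye) is about 2.9 and on the arrays 1.31 (SD 0.825). For IFNγ, the ratio on the Western diet (Fig. 2A, read by eye) is about 3.2 and on the arrays 0.776 (SD 0.463), and with quercetin (Fig. 2A, read by eye) is about 2.5 and on the arrays 0.701 (SD 0.247). The array signals of Ifng, Tnf and Il10 were low (mean log2 2.44 ± 1.38, 4.04 ± 1.14 and 4.23 ± 0.49 on the Western diet, SD, n = 9), which limits what their ratios show, and Ifng was at the floor on quercetin replicate 9. Several macrophage genes rose less on the Western diet on the arrays. For F4/80, the Western diet ratio (Fig. 4, read by eye) is about 7.1 and on the arrays 3.77 (SD 1.33), for CD11c it (Fig. 4, read by eye) is about 14 and on the arrays 4.37 (SD 1.75), and for IL10 it (Fig. 4, read by eye) is about 2.9 and on the arrays 1.86 (SD 0.653). For CD206, the ratio with quercetin (Fig. 4, read by eye) is about 0.82 and on the arrays 1.29 (SD 0.238), and for Sod1 the Western diet ratio (Fig. 5B, read by eye) is about 0.33 and on the arrays 0.781 (SD 0.0697). None of the 5 alternatives that change these values closes the gap for any of them, and without 1 array in turn the gap closed for IL10 alone, without control replicate 1 or 3 or Western diet replicate 2 or 9. Of the 38 values read from figures 11 differ.

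The paper states that quercetin lowered F4/80, CD11c and monocyte chemotactic protein-1 to control levels, whereas on the arrays Adgre1 and Itgax stayed 1.17 and 1.13 log2 above the control diet (adjusted p = 0.0022 and 0.042), and Ccl2 had 0.75 (adjusted p = 0.24). Read by eye from Fig. 4, the ratios with quercetin to the control diet are about 1.6 for F4/80 and 2.2 for CD11c. On the arrays they were 2.35 (SD 0.911) and 2.35 (SD 1.37), and neither counts among the values that differ. The contrast for these genes is therefore with the wording, not with the ratios. Also reported in the paper are lower leptin, TNFα, Rela, CD25, CD206 and IL10 with quercetin and higher Sod1, Gpx1 and catalase, and lower NADPH oxidase subunits, and none of these passed limma for quercetin, with log2 fold changes of -0.29 for Lep, -0.35 for Tnf, -0.00299 for Rela, -0.03 for Il2ra, -0.47 for Mrc1, -0.33 for Il10, 0.11 for Sod1, 0.03 for Gpx1 and 0.34 for Cat. The value of Lep rests in part on quercetin replicate 3, whose log2 signal was 11.15, against 12.46 to 12.72 on the other quercetin arrays. Mrc1 and Cat passed with array weights, by the test of the methods, with only genes above the median mean and with only the 2 diets in the fit, and Adgre1, Itgax, Cybb, Cyba and Ncf1 passed with array weights and by the test of the methods. The NADPH oxidase list had a negative median (-0.51), in the direction the paper states, and 73 of 74 oxidative phosphorylation genes had a positive log2 fold change, as it states. The paper infers inhibition of IFNγ and lower T cell, B cell and neutrophil functions with quercetin, whereas the medians here were 0.01 for IFNγ-responsive genes, -0.02 for T cell, 0.24 for B cell and 0.20 for neutrophil markers, while those of macrophage and mast cell markers, -0.74 and -0.37, were negative, in the direction it states, but did not pass camera with an estimated correlation (adjusted p = 0.14 and 0.23). On the molecules that the paper lists for the movement of T lymphocytes, the viability of B lymphocytes and the accumulation of neutrophils, the medians were -0.43, -0.47 and -0.44, in the direction it infers, although these molecules were chosen on the same arrays. Ppargc1a, which the paper finds not raised by quercetin, did not pass here either (adjusted p = 0.86).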

Other observations

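The tests of testis RNA in control replicate 6, that of liver RNA alone on every array, those of the macrophage list without 1 or 2 mice and the 2 added alternatives were chosen only after the result was seen.

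Beyond immune and respiratory genes, lists of several adipose tissue programmes, fatty acid oxidation aside, had medians of opposite sign in the 2 comparisons. Both share the Western diet arrays, which by itself favours opposite signs, and none of the 6 lists below passed camera with an estimated correlation in either comparison (adjusted p of 0.22 to 0.25 for quercetin and 0.17 to 0.90 for the Western diet). Genes of branched-chain amino acid catabolism had a median log2 fold change of -0.39 on the Western diet, with 10 of 17 genes lower, and with quercetin their median was 0.29 (exact permutation of the means per mouse, adjusted p = 0.024). Genes of the lysosome had a median of 0.52 on the Western diet with 17 of 21 higher and had a median of -0.23 with quercetin (adjusted p = 0.039 from the same test). For extracellular matrix genes it was 0.68 with 15 of 18 higher, and -0.25 with quercetin (adjusted p = 0.024). For cell cycle genes it was 0.86 with 10 of 19 higher, and -0.50 with quercetin (adjusted p = 0.064). Lipogenic genes had a median of -0.16 on the Western diet, where they did not pass camera (adjusted p = 0.14), and 0.24 with quercetin over it (adjusted p = 0.023). Genes of fatty acid oxidation had a positive median in both comparisons. On the Western diet it was 0.06, where they did not pass camera (adjusted p = 0.77). With quercetin it was 0.10 (adjusted p = 0.039 from the exact permutation test), or 0.02 with each array shifted to the same median. No single gene of these 6 lists passed limma for quercetin over all genes, and adjusted over the list alone 8 genes of branched-chain catabolism, 3 of lipogenesis and 5 of fatty acid oxidation were higher and 13 of the lysosome, 5 of the matrix and 3 of the cell cycle lower.

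Many genes still differed from the control diet with quercetin. Against the control diet 910 genes were higher and 301 lower with quercetin, and 8 of 18 macrophage markers and 10 of 16 genes of cholesterol synthesis and uptake were higher, with medians of 0.74 and 0.59. The oxidative phosphorylation list had a median of -0.02 over the control diet, with 1 gene higher and 1 lower. No difference between the 2 comparisons was tested.

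For the lists not fully described so far, the medians on the Western diet over control and with quercetin over the Western diet were, in that order, eosinophil markers (0.10 and -0.14), NF-kappaB subunits and regulators (0.30 and -0.10), mitochondrial DNA-encoded genes (-0.30 and 0.25), cytosolic ribosome (0.03 and -0.02), adipocyte identity (-0.03 and 0.03), thermogenic adipocyte genes (0.06 and -0.08), matrix metalloproteases and inhibitors (0.67 and -0.30), endoplasmic reticulum stress (0.04 and -0.02), circadian clock (-0.18 and 0.06), endothelial markers (-0.11 and 0.09), epididymis and seminal vesicle markers (-0.25 and 0.25), skeletal muscle markers (-0.06 and -0.22), lymph node markers (-0.36 and -0.08) and pancreas markers (0.31 and -0.12). The mitochondrial DNA-encoded list held 1 measured gene. The extract protocol of the labels names liver. Liver RNA alone on every array is argued against, since the liver mean ran from 2.52 to 10.81 over the arrays, a range of 8.28. Liver RNA beside adipose RNA on single arrays stays open, most of all for Western diet replicates 4 and 6, whose liver means were 10.81 and 9.52, the smallest difference to the adipocyte identity mean being 1.40, since signals of different probe sets cannot be compared as levels. Arrays with the same replicate number in different diets had correlations of -0.325 to 0.183 over 27 pairs, so the numbers were not used to pair mice. With unscaled values the median over all genes of the log2 fold change was 0.09 with quercetin, beside 0.02 after quantile normalization.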
